# Molecular Anatomy of Palate Development

**DOI:** 10.1371/journal.pone.0132662

**Published:** 2015-07-13

**Authors:** Andrew S. Potter, S. Steven Potter

## Abstract

The NIH FACEBASE consortium was established in part to create a central resource for craniofacial researchers. One purpose is to provide a molecular anatomy of craniofacial development. To this end we have used a combination of laser capture microdissection and RNA-Seq to define the gene expression programs driving development of the murine palate. We focused on the E14.5 palate, soon after medial fusion of the two palatal shelves. The palate was divided into multiple compartments, including both medial and lateral, as well as oral and nasal, for both the anterior and posterior domains. A total of 25 RNA-Seq datasets were generated. The results provide a comprehensive view of the region specific expression of all transcription factors, growth factors and receptors. Paracrine interactions can be inferred from flanking compartment growth factor/receptor expression patterns. The results are validated primarily through very high concordance with extensive previously published gene expression data for the developing palate. In addition selected immunostain validations were carried out. In conclusion, this report provides an RNA-Seq based atlas of gene expression patterns driving palate development at microanatomic resolution. This FACEBASE resource is designed to promote discovery by the craniofacial research community.

## Introduction

Failure of midline fusion resulting in cleft lip with/or without cleft palate is one of the most common birth defects [1–4]. The palate separates the oral and nasal cavities, with a bony anterior, and a muscular posterior that plays an important role in human speech and swallowing.

The mouse provides a useful model for the study of palate development. The palate develops primarily from neural crest [5], but with important paraxial mesoderm contribution to posterior muscle [6], and critical mesenchymal-epithelial interactions [7]. The mouse palatal outgrowths form initially at around E11.5 and extend vertically beside the tongue [7]. The palatal shelves then elevate to a horizontal position and at around E14.5 undergo fusion, leaving a medial edge epithelium (MEE) [8] surrounded by mesenchyme. This MEE then undergoes dissolution, leaving confluent mesenchyme in the forming palate. For a more detailed description of craniofacial development, including extensive color coded figures, refer to FACEBASE.ORG. Impressive progress has been made in defining the genetic regulatory network that drives palate development [7,9,10]. Much of our understanding derives from the study of mice with targeted mutations, finding key transcription factors, growth factors and receptors required for normal palatogenesis. Nevertheless, it is clear that our current understanding is far from complete.

Global expression studies, using microarrays or RNA-Seq, can provide an important discovery function, identifying previously overlooked pathways that might play important roles in craniofacial development. An early work used 6800 gene Mu11kB Affymetrix microarrays to examine gene expression in vertical, horizontal, and fused palatal shelves, providing a large scale genomics view of this developmental progression [11]. Microarrays have also been used to describe gene expression patterns in wild type and mutant palates, thereby aiding the discovery of key noncanonical pathways downstream of TGFβ signaling during craniofacial development [12,13]. In addition, microarrays have been used to examine early events in craniofacial development, including the creation of a comprehensive dataset of gene expression patterns of the mandibular, maxillary and frontonasal prominences of the mouse embryo from E10.5 to E12.5, using tissue isolated by manual dissection [14].

The FACEBASE consortium was established in part to provide a resource center for craniofacial researchers [15] (FACEBASE.ORG). One function of FACEBASE is to create a molecular anatomy of craniofacial development. To this end we have extended previous global studies of gene expression during craniofacial development by incorporating laser capture microdissection (LCM), which allows the high resolution analysis of specific compartments, compared to earlier work using manual dissection methods. In addition, the FACEBASE studies include RNA-Seq, with its many advantages over microarrays.

We previously reported a gene expression atlas of early craniofacial development, carrying out LCM/RNA-Seq gene expression profiling of the multiple progenitors of the face, as well as flanking tissues, from E8.5 to E10.5 [16]. In this report we extend this work to examine the forming palatal shelves at E14.5, shortly after medial fusion. The palatal shelves were divided into medial and lateral, as well as oral and nasal compartments, to provide a detailed view of region specific gene expression patterns. Further, both the anterior and posterior sectors of the palate were examined. The results help to identify novel compartment specific markers, assist in the design of useful compartment specific transgenic CRE and GFP mouse lines, aid in the discovery of novel flanking tissue interactions, and provide a global view of all transcription factors, growth factors and receptors expressed during this stage of palate development.

## Results and Discussion

To create a more complete molecular definition of the gene expression programs active in the E14.5 forming palate we used a combination of LCM and RNA-Seq. Both anterior and posterior regions of the palate were characterized, and each was partitioned into medial and lateral as well as oral and nasal compartments (Fig 1). 

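RNA from laser capture microdissected compartments of the E14.5 mouse palate was amplified, made into libraries by tagmentation and sequenced. From 8 compartments material was taken, medial, lateral, oral and nasal from the anterior and from the posterior palate, with 3 replicates of each except the anterior nasal compartment, which had 4. The authors deposited 1 table of RPKM values (reads per kilobase of transcript, scaled to the total of reads) for 37406 genes in the 25 libraries, made with GeneSpring 12.6.1 after removal of duplicate reads and of reads with more than 1 alignment. Read counts were not used here. The steps between the counts and the RPKM values are therefore already in the values analysed here. Of the 37406 genes, 15007 are listed at 0 in every library. Ratios between libraries of values that stem from the same small numbers of reads gave the depth of each library relative to the others, and the shortest whole transcript lengths compatible with the values gave an implied total of reads. At this total 207 of 579 comparable genes had a length listed for a transcript in GENCODE M21, and at any other multiple of it at most 4 did. The implied totals ranged from 1.64 to 6.56 M reads per library, with a median of 3.27 and a mean of 3.59 M. Medians within compartments were 3.27 M in anterior medial (range 3.24 to 3.28), 2.79 in anterior lateral (2.58 to 3.00), 3.49 in anterior oral (1.64 to 6.56), 2.73 in anterior nasal (2.16 to 4.07), 3.86 in posterior medial (2.35 to 5.45), 2.38 in posterior lateral (2.33 to 5.93), 3.69 in posterior oral (3.43 to 6.25) and 3.85 in posterior nasal (2.51 to 6.07). The paper gives an average of 30 M single-end reads of 50 bases per sample and describes the removal of reads after it. Read totals of single libraries were not used here. For a gene of 2000 bases at 5 RPKM, counting error alone gives a coefficient of variation of 12.4% in the deepest library and 24.7% in the shallowest. Comparisons were made on log2(RPKM + 0.1) with limma 3.58.1, whose moderated test borrows the variance of other genes. Pairs of compartments were compared over genes with at least 5 RPKM in at least 3 of the compared samples, and the anterior and posterior palate over genes with at least 10 RPKM in at least 6 samples, as in the paper. Adjusted p-values are by the Benjamini-Hochberg method over all genes tested. The table names no genome build, so positions are given as the table lists them.

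**Figure D1:**
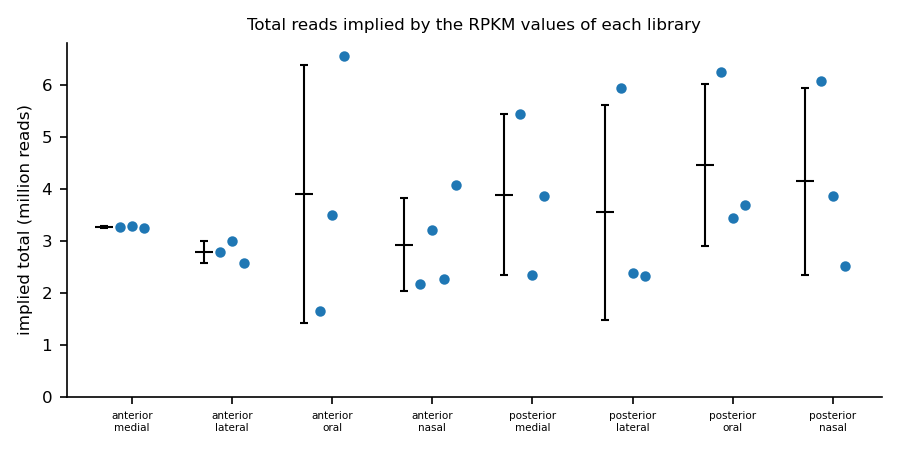
Total reads implied by the RPKM values of each library, for the 8 compartments. Each point is 1 library, and the bar to the left of the points gives the mean and SD. The libraries lie between 1.64 and 6.56 M reads.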

Biological triplicates were examined for each sample type, excepting one quadruplicate, with a total of 25 RNA-Seq datasets produced.

**Fig 1:**
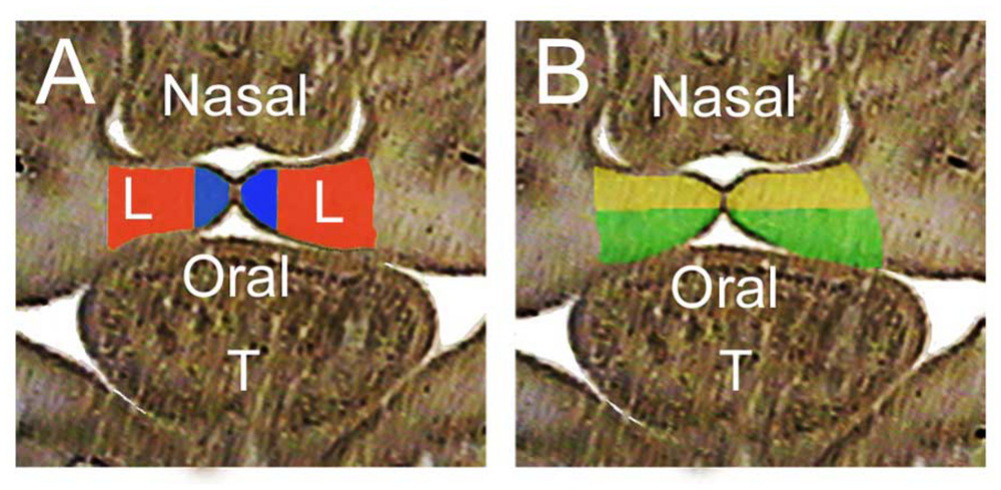
Diagram of compartments isolated by Laser Capture Microdissection. A. Medial (blue) and lateral (red) compartments of E14.5 palatal shelves. B. Oral (green) and nasal (yellow) compartments of palatal shelves. T marks tongue. Nasal region is above and the oral is below the forming palate.

### Anterior posterior

We first searched for genes with differential expression along the AP axis during palate development. We used GeneSpring to carry out an Audic-Claverie pooled analysis comparison of the anterior and posterior compartments, requiring robust expression, with a minimum of 10 RPKM in six samples, P < 0.05 and Fold Change (FC) > 2. This analysis compares all combined anterior versus all combined posterior compartments, identifying 163 genes with differential expression (S1 Table). 

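Across the 13 anterior and the 12 posterior libraries, 8608 genes met the expression minimum. At the study thresholds, an unadjusted P under 0.05 and a fold change over 2, 151 genes passed, 64 higher in the posterior and 87 higher in the anterior palate. After adjustment for multiple testing, 286 genes had an adjusted p under 0.05 at any fold change, 143 in each direction, and 1321 genes had an unadjusted P under 0.05. Of the 163 genes in the paper's S1 Table, 150 were among the 151, all 163 had the same direction, and 113 had an adjusted p under 0.05. The paper compared pooled reads by the Audic-Claverie method, which needs read counts and was not used here. The alternative that moved the count most was the absence of an expression minimum, with 983 genes at the same thresholds. With each library left out in turn, the count ran from 142 to 160 genes.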

A more stringent screen, with FC > 3, gave 74 genes (Fig 2).

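At a fold change over 3, 75 genes passed. Among the genes that the paper does not name, have an adjusted p under 0.05 and do not overlap between the anterior and posterior libraries, those with the largest fold changes are given. Hpse2 (gene ID 545291, chromosome 19, 42863085 to 43462801) had 17.6 ± 6.60 RPKM (SD, n = 13) in the anterior and 0.195 ± 0.121 RPKM (SD, n = 12) in the posterior libraries, a posterior over anterior log2 fold change of -5.96 (standard error 0.25, adjusted p = 2.46e-15). Msx1as and 9130206I24Rik were also higher in the anterior palate, with log2 fold changes of -4.51 and -3.47. Fndc1, Flrt2 and Tpd52l1 were higher in the posterior palate, with log2 fold changes of 1.94, 1.43 and 1.39. The adjusted p of these 6 genes was at most 6.99e-04. Genes with larger fold changes whose values overlap are left out by this rule.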

**Fig 2:**
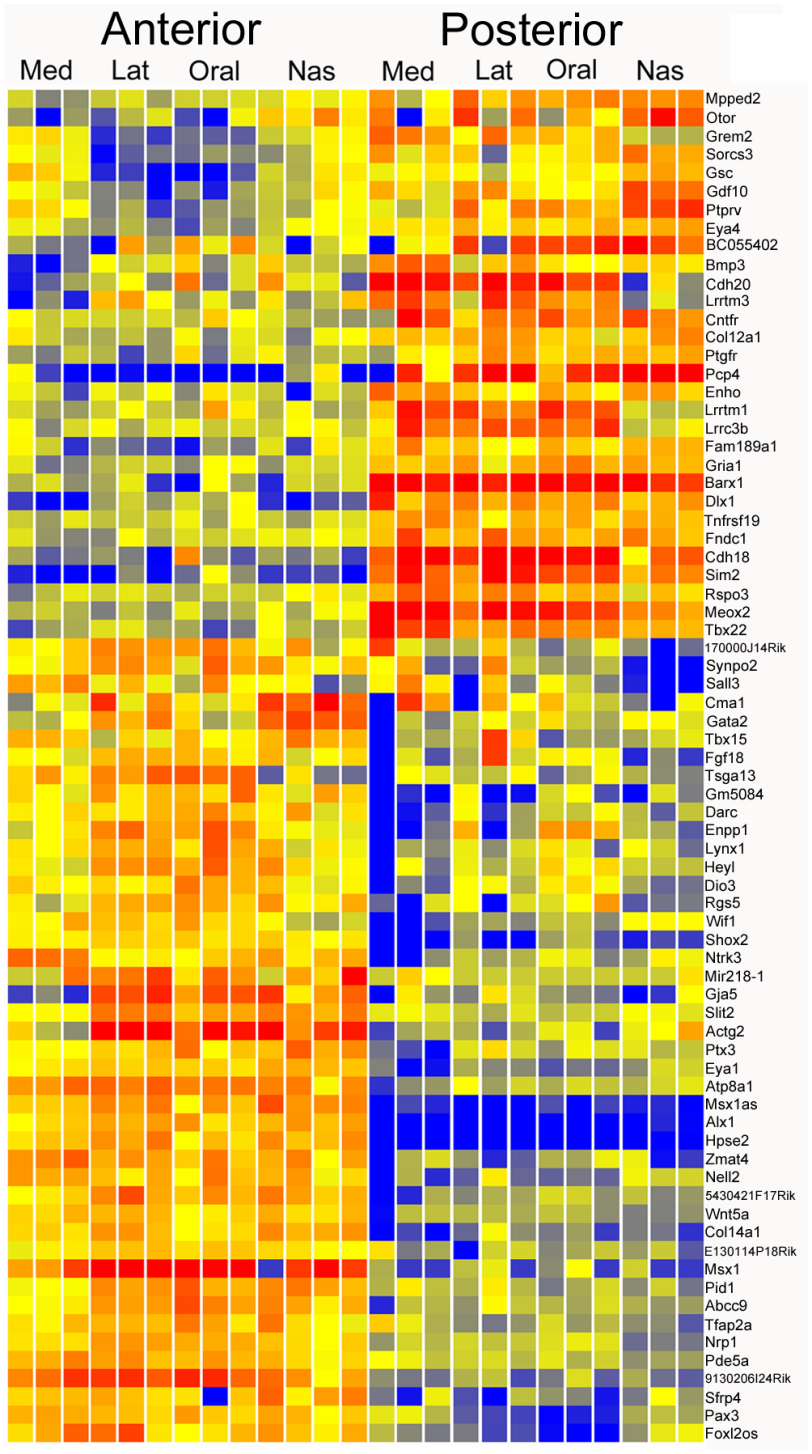
Comparison of palate gene expression patterns in the anterior and posterior compartments. Pooled comparison of all anterior versus all posterior compartments. This heatmap shows genes with greater than three fold change in comparing all combined anterior versus all combined posterior compartments.

The resulting dataset showed strong agreement with previously published observations. For example, differentially expressed transcription factors included *Msx1* (19FC)(Zhang, 2002 #2)(Hilliard, 2005 #3), and *Shox2* (13FC)(Hilliard, 2005 #3)(Yu, 2005 #5) in the anterior domain, and *Barx1* (25FC)(Welsh, 2009 #1), *Meox2* (12FC)(Li, 2007 #6) and *Tbx22* (8FC)(Liu, 2008 #7) in the posterior domain. 

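Msx1 (gene ID 17701, chromosome 5, 38211730 to 38215824) averaged 8.74 ± 5.54 RPKM (SD, n = 13) in the anterior and 0.313 ± 0.368 RPKM (SD, n = 12) in the posterior libraries. Its posterior over anterior log2 fold change of -4.45 (standard error 0.67, adjusted p = 8.90e-05) depended on the pseudocount, since 7 of the 25 libraries are listed at 0. The anterior and posterior values of Msx1 overlapped. Shox2 (gene ID 20429, chromosome 3, 66775649 to 66785693) averaged 129 ± 18.9 RPKM (SD, n = 13) in the anterior and 19.4 ± 18.3 RPKM (SD, n = 12) in the posterior libraries, with a log2 fold change of -3.66 (standard error 0.60, adjusted p = 2.88e-04). Barx1 (gene ID 12022, chromosome 13, 48758405 to 48761876) had 81.2 ± 21.5 RPKM (SD, n = 12) in the posterior and 4.13 ± 2.43 RPKM (SD, n = 13) in the anterior libraries, with a log2 fold change of 4.72 (standard error 0.48, adjusted p = 2.28e-07). Meox2 and Tbx22 were higher in the posterior palate as well, with log2 fold changes of 3.57 (adjusted p = 4.41e-09) and 2.94 (adjusted p = 4.24e-07). For Shox2, Barx1, Meox2 and Tbx22 no anterior library overlapped the posterior ones. The paper reasons from such genes that the dataset matches earlier published observations.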

Additional transcription factor genes with differential (FC > 3) AP expression included *Pax3* (6FC), *Tbx15* (3FC), *Heyl* (3FC), *Gata2* (3FC), *Dlx1* (12FC), *Eya1* (5FC), *Eya4* (3FC), *Alx1* (59FC), *Sim2* (32FC), and *Sall3* (3FC). 

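Of these 10 transcription factor genes, 6 had an adjusted p under 0.05 between all anterior and all posterior libraries. Alx1 (gene ID 216285, chromosome 10, 102470481 to 102491411) had the largest difference, with 73.0 ± 19.4 RPKM (SD, n = 13) in the anterior and 1.78 ± 1.58 RPKM (SD, n = 12) in the posterior libraries and a posterior over anterior log2 fold change of -5.77 (standard error 0.41, adjusted p = 4.21e-10). Pax3 and Eya1 were higher in the anterior palate, with log2 fold changes of -2.57 (adjusted p = 1.94e-06) and -2.41 (adjusted p = 6.39e-07). Sim2, Dlx1 and Eya4 were higher in the posterior palate, with log2 fold changes of 4.83, 3.41 and 1.60 and an adjusted p of at most 1.28e-04. Tbx15, Heyl, Gata2 and Sall3 averaged more in the anterior palate, with log2 fold changes of -1.51, -1.68, -1.63 and -1.51, but the anterior and posterior values overlapped, and their adjusted p was 0.0930, 0.0830, 0.112 and 0.256. With 1 library left out, the adjusted p of Tbx15 fell to 0.00829 at the lowest and that of Heyl to 0.0191. In the fit of all 25 samples by their 8 compartments, which takes account of the compartment, the adjusted p of Tbx15, Heyl, Gata2 and Sall3 was 0.0331, 0.0268, 0.0181 and 0.0415, and with the run added it was 0.214, 0.172, 0.226 and 0.0393.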

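Among genes for secreted factors, Wnt5a (gene ID 22418, chromosome 14, 29318659 to 29338620) had 78.2 ± 19.2 RPKM (SD, n = 13) in the anterior and 20.8 ± 7.07 RPKM (SD, n = 12) in the posterior libraries, a posterior over anterior log2 fold change of -1.99 (standard error 0.23, adjusted p = 1.59e-06). Inhba and Cxcl12 were also higher in the anterior palate, with log2 fold changes of -1.25 (adjusted p = 0.00407) and -1.01 (adjusted p = 0.00608). Higher in the posterior palate were Gdf10, at 2.07 (adjusted p = 0.00268), Bmp3, at 1.75 (adjusted p = 0.00941), Clec11a, at 1.48 (adjusted p = 0.00283), and Pdgfc, at 1.22 (adjusted p = 1.95e-05). Fgf18 averaged 22.6 ± 8.18 RPKM (SD, n = 13) in the anterior and 15.8 ± 25.3 RPKM (SD, n = 12) in the posterior libraries, with a log2 fold change of -1.71 (standard error 0.64, adjusted p = 0.181), and the values overlapped. Left-out libraries moved the adjusted p of Fgf18 between 0.0478 and 0.289. Over all 24 genes that the paper names for this axis, 18 had an adjusted p under 0.05 among the 8608 genes tested. All 24 had one when adjusted over the list alone, which is not independent evidence where the study chose the genes on these samples.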

Growth factor genes with differential AP expression included *Pdgfc* (2FC), *Bmp3* (3FC), *Cxcl12* (2FC), *Clec11a* (3FC), *Fgf18* (3FC), *Inhba* (2FC), *Wnt5a* (4FC) and *Gdf10* (4FC). It is interesting to note that most of the gene expression differences with FC >3 along the AP axis are consistently differentially expressed across each of the sampled medial, lateral, oral and nasal compartments (Fig 2).

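Of the 60 genes with a fold change over 3 and an adjusted p under 0.05 in the pooled comparison, 55 (91.7%) differed in the same direction between the anterior and posterior means of the medial, lateral, oral and nasal compartments alike. The 5 exceptions included Cdh20, Ptprv, Gja5 and Wif1. At a fold change over 2, 104 of 111 genes changed the same way in all 4 compartments. Wif1, which the paper does not name, is given because it is among the exceptions, after its values were seen. These genes were chosen on the same libraries that give the direction, which raises the share. In fits that left out all libraries of 1 compartment, chosen after the results were seen, the genes over 3-fold with an adjusted p under 0.05 had the same direction in the compartment left out for 53 of 60 genes in medial, 41 of 42 in lateral, 44 of 45 in oral and 45 of 53 in nasal. Chosen by an unadjusted P under 0.05 instead, 57 of 67, 55 of 58, 58 of 61 and 63 of 75 did. Among all genes tested the share ran from 47.1% to 60.7%. The direction within each compartment rests on 3 anterior and 3 posterior replicates, or 4 for anterior nasal, and was not tested separately. From the heatmap in Fig. 2, the paper states that most of these differences hold across the sampled compartments.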

### Anterior palate, lateral versus medial

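Between the 3 anterior lateral and the 3 anterior medial libraries, 10427 genes with at least 5 RPKM in at least 3 of the 6 samples were compared. At the study thresholds, an unadjusted P under 0.05 and a fold change over 2, 247 genes passed, 147 higher in lateral and 100 higher in medial. An adjusted p under 0.05 was reached by 262 genes, 149 higher in lateral and 113 higher in medial, among 1566 with an unadjusted P under 0.05. Of the 232 genes in S2 Table, 228 (98.3%) were among the 247. In 21.3% of the tested genes the lateral and medial values did not overlap, where chance alone gives 10%. All 3 medial libraries came from 1 sequencing run and the 3 lateral ones from 2 other runs, so the run and the compartment cannot be told apart within these 6 samples. With the run as a covariate in a fit of all 25 samples, 143 genes met the study thresholds, 0 had an adjusted p under 0.05, and 154 had an unadjusted P under 0.05. In that fit anterior lateral replicates 1 and 2 are the only libraries of their run, so anterior lateral rests on replicate 3. The fit therefore cannot decide between run and compartment. Without an expression minimum, 986 genes met the study thresholds, the largest change among the alternatives.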

We compared the gene expression patterns of the anterior lateral and medial compartments, screening for expression over 5 RPKM in at least three samples, moderated t-test P < 0.05, and FC > 2, finding 232 genes with differential expression (S2 Table). 

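At a fold change over 5, 40 genes passed between the anterior lateral and medial compartments. Mirlet7e and Gkn3, which the paper does not name, averaged 8.96 ± 1.73 RPKM (SD, n = 3) and 6.58 ± 1.17 RPKM (SD, n = 3) in lateral and are listed at 0 in all 3 medial libraries, so no fold change is given for them. Mirlet7e is a microRNA gene, and 1 read on a transcript shorter than 2000 bases equals more RPKM. Its values may therefore rest on few reads. Lrfn5 was higher in lateral, with a log2 fold change of 3.84 (standard error 0.57, adjusted p = 0.0169). Slc24a2, Gdnf and Grin3a were higher in medial, with log2 fold changes of -3.68 (adjusted p = 0.00185), -3.53 (adjusted p = 2.42e-04) and -3.39 (adjusted p = 0.00328).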

A more stringent screen, requiring FC > 5, identified 36 genes, shown in the heatmap of Fig 3. 

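Gja5 (gene ID 14613, chromosome 3, 96836339 to 96857557) had 33.5 ± 7.78 RPKM (SD, n = 3) in the anterior lateral and 1.22 ± 0.615 RPKM (SD, n = 3) in the anterior medial compartment, a lateral over medial log2 fold change of 4.74 (standard error 0.32, adjusted p = 7.99e-04). Actg2, Aldh1a2 and Bmp3 were higher in lateral, with log2 fold changes of 4.36 (adjusted p = 0.00429), 3.15 (adjusted p = 0.00328) and 2.38 (adjusted p = 0.0244). Nmbr averaged 27.1 ± 18.1 RPKM (SD, n = 3) in lateral and 2.46 ± 2.28 RPKM (SD, n = 3) in medial, with a log2 fold change of 3.69 (standard error 0.78, adjusted p = 0.0598). Leaving out 1 library moved its adjusted p between 0.0320 and 0.165. Gal (gene ID 14419, chromosome 19, 3409917 to 3414457) had 30.7 ± 17.2 RPKM (SD, n = 3) in medial, and 2 of the 3 lateral libraries are listed at 0, with the other at 0.555 RPKM. Its log2 fold change of -7.18 (adjusted p = 0.00514) therefore depends on the pseudocount. Tnn had 46.9 ± 5.25 RPKM (SD, n = 3) in medial and 3.90 ± 0.263 RPKM (SD, n = 3) in lateral, with a log2 fold change of -3.55 (standard error 0.13, adjusted p = 2.80e-05). Gsc and Prph were higher in medial as well, with log2 fold changes of -3.54 (adjusted p = 0.00447) and -3.43 (adjusted p = 0.0163). In all 21 genes that the paper names for this comparison, here and in its discussion, the lateral and medial values did not overlap. Of the 21 genes, 17 had an adjusted p under 0.05 over all genes tested and 21 when adjusted over the list alone, a list drawn from these samples and so not independent evidence.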

Some of the strongest differences, considering both expression level and fold change, included *Gja5* (29FC), *Actg2* (23FC), *Nmbr* (14FC), *Aldh1a2* (10FC) and *Bmp3* (5FC) with higher expression in the lateral compartment, and *Gal* (54FC), *Gsc* (12FC), *Tnn* (12FC), *Prph* (11FC), *Grem2* (6FC), and *Sox9* (5FC) with higher expression in the medial compartment. Aldh1a2 synthesizes retinoic acid from retinaldehyde. *Nmbr* encodes the neuromedin B receptor. *Gsc* encodes a homeodomain transcription factor of known importance in craniofacial development. *Gal* encodes the galanin neuropeptide. *Prph* encodes a neuronal cytoskeletal protein. *Sox9* is a key driver of chondrogenesis. Bmp3, also known as osteogenin, induces bone formation, while *Grem2* encodes a BMP antagonist.

**Fig 3:**
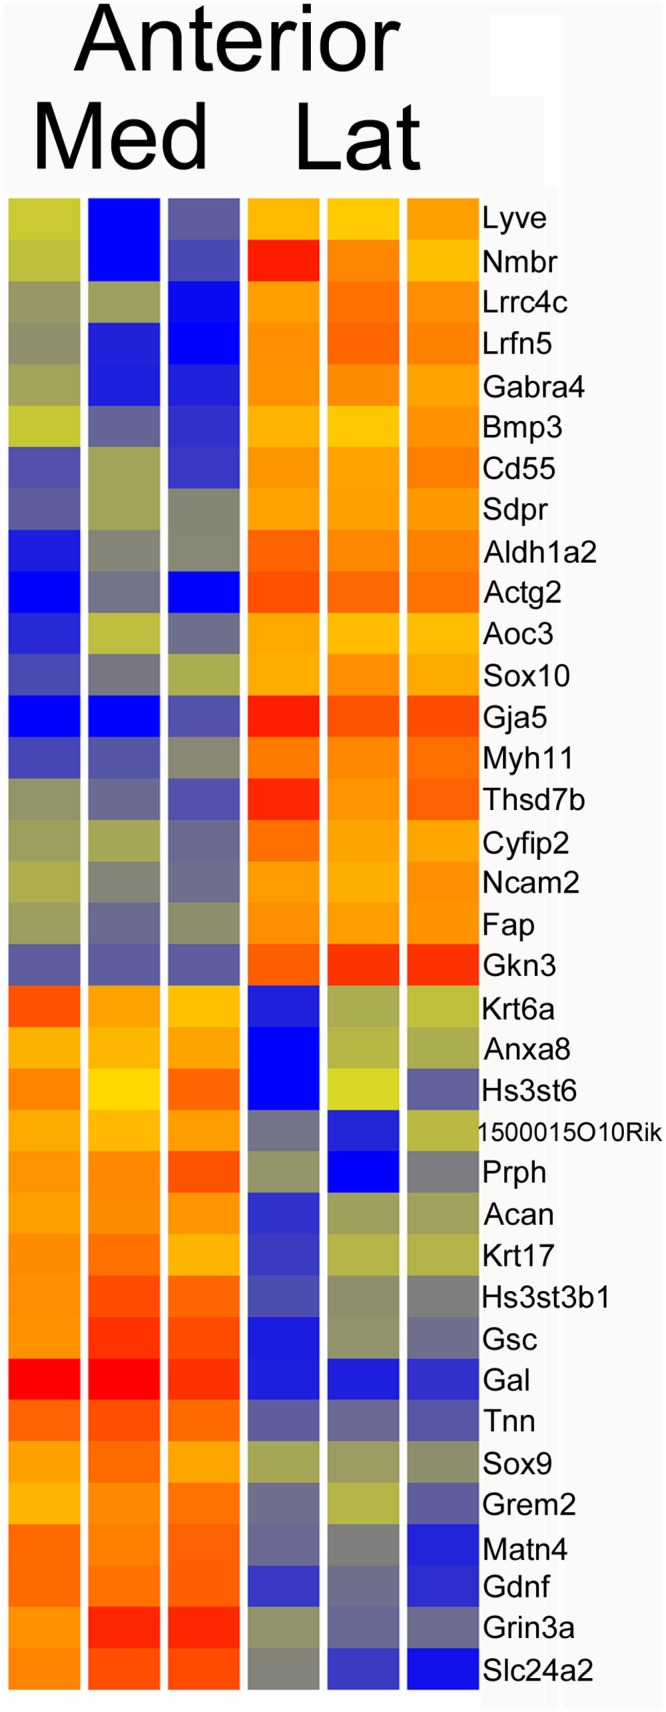
Heatmap of anterior medial versus anterior lateral compartments. Genes with greater than five fold change in comparing anterior lateral and medial compartments.

### Posterior lateral versus medial compartments

A comparison of the posterior lateral and medial compartments, using the same parameters described for the anterior lateral versus medial, identified 79 genes with FC > 2 (S3 Table). 

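Between the 3 posterior lateral and the 3 posterior medial libraries, 10324 genes were compared. At the study thresholds, an unadjusted P under 0.05 and a fold change over 2, 116 genes passed, 64 higher in lateral and 52 higher in medial. After adjustment for multiple testing, 0 genes had an adjusted p under 0.05, and the lowest was 0.450. An unadjusted P under 0.05 was reached by 159 genes, or 1.54% of those tested. Of the 79 genes in S3 Table, 76 (96.2%) were among the 116 and 0 had an adjusted p under 0.05. The spread within the posterior medial compartment was the widest of the 8, with a median SD of 0.67 on the log2 scale against 0.29 in posterior lateral. Data were simulated with 1 pooled spread per gene for both compartments and independent noise. In them the same test called 28% of genes changed 4-fold and 75.5% of genes changed 16-fold. In the 4-fold simulation 5.28% of unchanged genes had an unadjusted P under 0.05, against 1.54% of all genes here. The simulation thus does not reproduce this comparison, and its shares may be too high. Leaving out posterior medial replicate 3 raised the count at the study thresholds to 293 genes, and leaving out posterior lateral replicate 3 lowered it to 65. With all 25 samples in one fit, which shares the variance over the 8 compartments, 522 genes met the study thresholds and 25 had an adjusted p under 0.05. The posterior lateral and medial libraries have no sequencing run in common, so the run and the compartment cannot be told apart within these 6 samples. Posterior lateral replicate 1 and posterior medial replicate 1 are each the only library of their run, so a fit with the run rests on the other replicates. The run of the other lateral replicates is tied to the remaining runs through posterior nasal replicate 3 alone. With the run added to the fit of all 25 samples, 359 genes met the study thresholds, 54 of the 116 among them, and 1 had an adjusted p under 0.05.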

A modest increase in stringency, to FC > 3, gave 31 genes (Fig 4). 

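At a fold change over 3, 50 genes passed between the posterior lateral and medial compartments. In 6.62% of the tested genes the lateral and medial values did not overlap, against 10% by chance.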

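Fgf10 (gene ID 14165, chromosome 13, 119503506 to 119581380) had 6.91 ± 2.07 RPKM (SD, n = 3) in the posterior lateral and 0.847 ± 0.330 RPKM (SD, n = 3) in the posterior medial compartment, a lateral over medial log2 fold change of 2.91 (standard error 0.38, adjusted p = 0.450). Egfr (gene ID 13649, chromosome 11, 16652206 to 16813910) had 23.9 ± 2.69 RPKM (SD, n = 3) in lateral and 3.74 ± 1.17 RPKM (SD, n = 3) in medial, with a log2 fold change of 2.69 (standard error 0.33, adjusted p = 0.450). Ltbp2 averaged 13.1 ± 3.71 RPKM (SD, n = 3) in lateral and 0.954 ± 1.47 RPKM (SD, n = 3) in medial, where 1 library is listed at 0, and its log2 fold change of 4.85 (adjusted p = 0.957) ran from 3.78 to 6.17 with 1 library left out. Npnt, Hes1 and Jag1 were higher in lateral, with log2 fold changes of 2.79, 2.06 and 1.78. Ppbp, Pla2g7 and Pax3 were higher in medial, with log2 fold changes of -4.00, -2.97 and -1.84. In each of these 9 genes the 3 lateral and 3 medial values did not overlap, and the adjusted p was at least 0.450.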

Some of the most interesting differences included *Ppbp* (18FC), *Pla2g7* (8FC), *Pax3* (4FC), *Fgf10* (8FC), *Ltbp2* (46FC), *Npnt* (7FC), *Egfr* (5FC), *Hes1* (4FC), *Jag1* (3FC). *Ltbp2* encodes a TGF-beta binding protein. Hes1 and Jag1 are involved in Notch signaling. *Ppbp* encodes a platelet derived growth factor and *Npnt* encodes nephronectin, an integrin binding protein that regulates expression of GDNF (glial derived neurotrophic factor). Of interest, several of the differentially expressed genes play important roles in growth factor signaling.

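Grm7, named in the legend of Fig. 4 with Fgf10, Egfr, Jag1 and Npnt, had 14.3 ± 5.14 RPKM (SD, n = 3) in the posterior medial and 3.90 ± 2.77 RPKM (SD, n = 3) in the posterior lateral compartment, a lateral over medial log2 fold change of -2.03 (standard error 0.60, adjusted p = 0.957). Over the 18 genes that the paper names for this comparison, including those of its discussion, 16 met the study thresholds and 17 had lateral and medial values that did not overlap. Adjusted over all genes tested, 0 of the 18 had an adjusted p under 0.05. Adjusted over the list alone, 16 did, although the study chose these genes on the same samples.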

**Fig 4:**
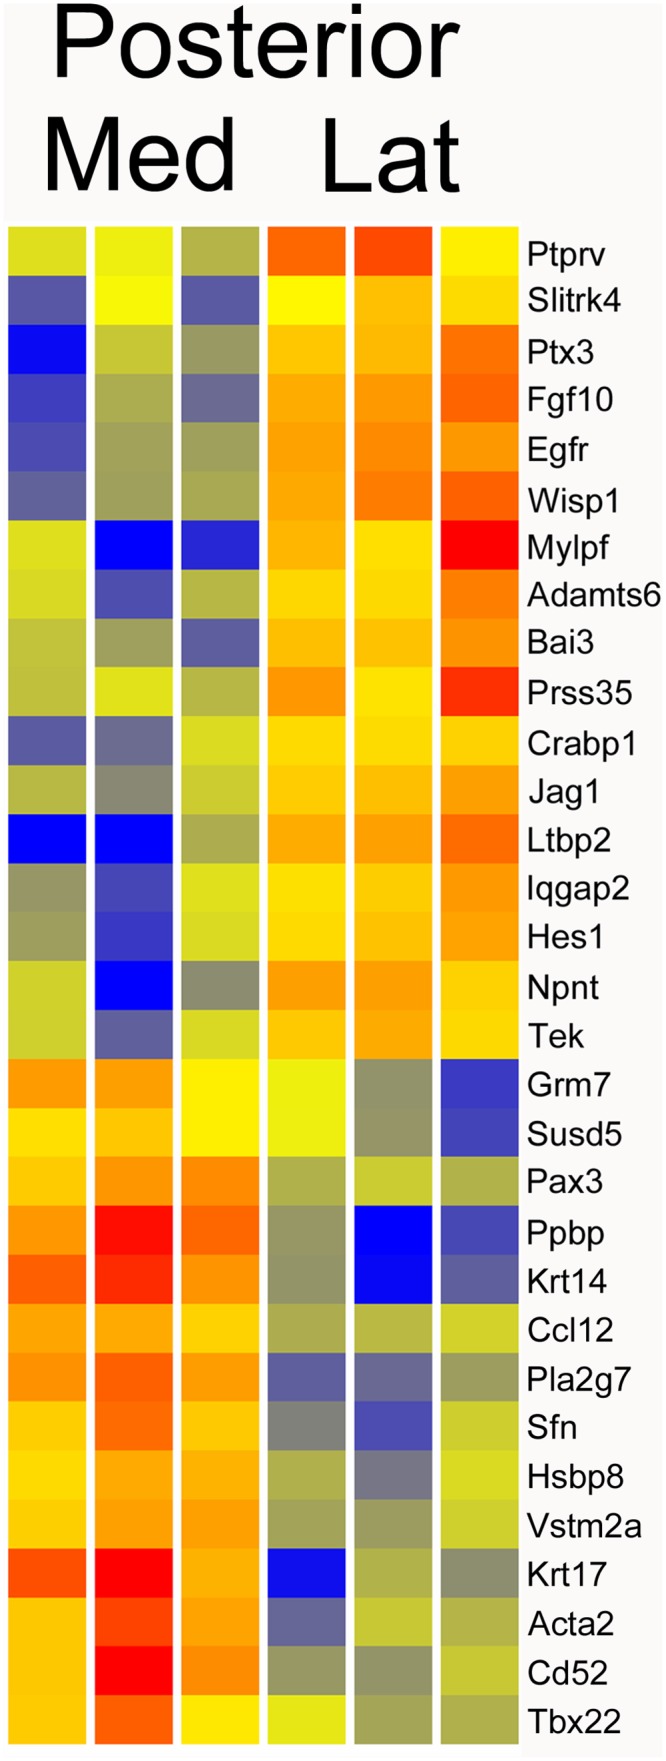
Heatmap of posterior medial versus posterior lateral compartments. Genes with greater than three fold change are shown. The list has a number of genes involved in growth factor signaling including *Fgf10*, *Egfr*, *Jag1*, *Npnt*, and *Grm7*.

It is also interesting to note that there are relatively few genes in common between the anterior and posterior comparisons of medial and lateral compartments. 

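At the study thresholds, 163 of the 9960 genes tested in both comparisons differed between lateral and medial in the anterior palate and 84 did in the posterior palate, and 14 genes passed in both. Independent lists of these sizes would share 1.37 genes. The 14 genes were Adamts6, Ebf1, Egfr, Hspb8, Krt14, Krt17, Npnt, Osr1, Pgm5, Ptprv, Sema3a, Thbs2, Trpm5 and Zim1. Across the 9960 genes, the anterior and posterior log2 fold changes had a Pearson correlation of 0.15, where genes are not independent replicates. Adamts6, Ebf1, Hspb8, Krt14, Krt17, Pgm5, Sema3a, Trpm5 and Zim1 are named because they are in both lists, after their values were seen. With an adjusted p under 0.05 required in both comparisons, 0 genes were shared, since no posterior gene reached it. In the fit of all 25 samples 22 genes were shared, and without posterior lateral replicate 2 there were 8. No sequencing run holds both lateral and medial libraries, and 1 run holds all 3 anterior medial and 2 of the 3 posterior medial libraries, so a difference between runs could also give shared genes, which was not tested.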

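The lateral and medial compartments differed in opposite directions in the anterior and the posterior palate for 5 of the 14 genes that met the study thresholds in both. That number was 8 of 22 with all 25 samples in one fit and ran from 2 to 7 with 1 library left out, with 2 in each fit that lacked an anterior medial replicate. Thbs2 (gene ID 21826, chromosome 17, 14802507 to 14831269) had 56.4 ± 5.50 RPKM (SD, n = 3) in the anterior medial and 18.1 ± 2.29 RPKM (SD, n = 3) in the anterior lateral compartment. In the posterior palate the order was the opposite, with 24.2 ± 5.11 RPKM (SD, n = 3) in medial and 57.8 ± 11.6 RPKM (SD, n = 3) in lateral. The test of the difference between the anterior and the posterior palate gave an interaction of 2.90 on the log2 scale (standard error 0.31, adjusted p = 0.0296 over 11089 genes), and Thbs2 was the 1 gene with an adjusted p under 0.05, among 373 with an unadjusted P under 0.05. Over the alternatives the adjusted p of Thbs2 was at most 0.216 and at least 0.0101. Ptprv (gene ID 13924, chromosome 1, 137005075 to 137029152) also changed order, with lateral over medial log2 fold changes of -2.15 in the anterior and 1.88 in the posterior palate and an interaction of 4.03 (adjusted p = 0.271). Adamts6, Sema3a and Zim1 were likewise higher in medial in the anterior palate and in lateral in the posterior palate, with interactions of 3.39, 3.55 and 3.10 and an adjusted p of at least 0.291. Npnt and Egfr were higher in lateral in both comparisons, with log2 fold changes of 1.35 and 1.78 in the anterior and 2.79 and 2.69 in the posterior palate. Wisp1 was higher in lateral in both, at 0.99 and 2.79, and fell short of a 2-fold change in the anterior palate. The paper's S2 and S3 Tables have 10 genes in common, of which 3, Adamts6, Ptprv and Thbs2, are listed there in opposite directions.

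**Figure D2:**
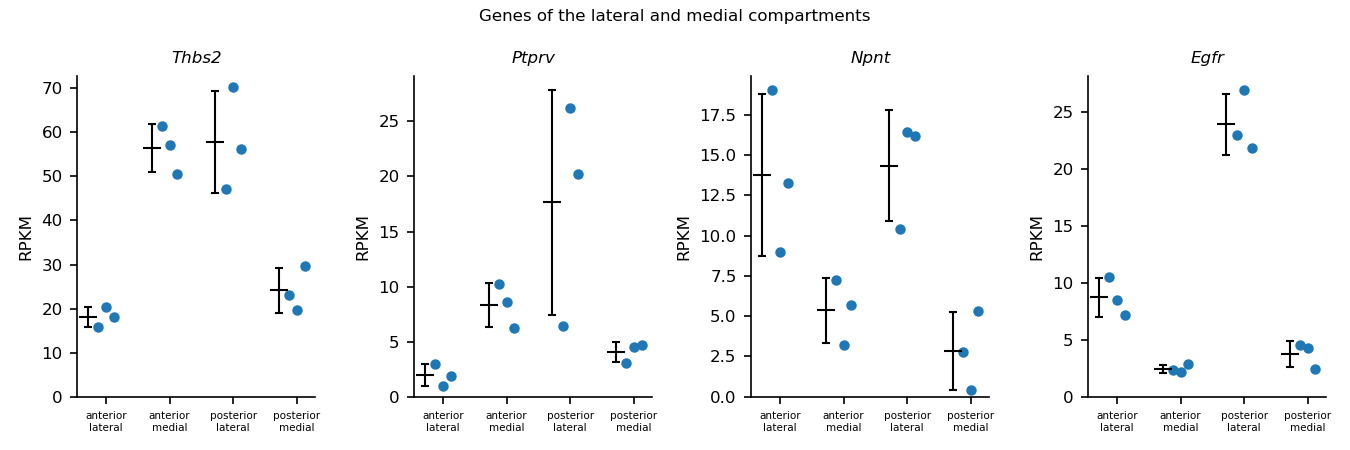
RPKM of Thbs2, Ptprv, Npnt and Egfr in the lateral and medial compartments of the anterior and posterior palate. Each point is 1 library and the bars give the mean and SD of 3 libraries. Thbs2 averages 56.4 RPKM in anterior medial and 24.2 in posterior medial.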

Only ten genes are included in both lists of FC > 2, including *Npnt* (nephronectin), *Thbs2* (Thrombospondin2), *Egfr* (EGF receptor), *Wisp1* (Wnt1 inducible signaling pathway protein 1), and *Ptprv* (protein tyrosine phosphatase, receptor, type V).

### Oral versus nasal comparison in the anterior E14.5 palate

A comparison of the oral and nasal compartments, in the forming anterior palate, gave 123 genes with differential expression (P < 0.05, FC > 2) (S4 Table). 

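Between the 3 anterior oral and the 4 anterior nasal libraries, 10684 genes were compared. At the study thresholds, an unadjusted P under 0.05 and a fold change over 2, 154 genes passed, 70 higher in oral and 84 higher in nasal. After adjustment for multiple testing, 0 genes had an adjusted p under 0.05, with the lowest at 0.114, and 318 genes (2.98%) had an unadjusted P under 0.05. Of the 123 genes in S4 Table, 120 (97.6%) were among the 154 and 0 had an adjusted p under 0.05. In 3.67% of the tested genes the oral and nasal values did not overlap, against 5.71% by chance. On data simulated with 1 pooled spread per gene and independent noise, the same test called 62% of genes changed 4-fold. In that simulation 5.10% of unchanged genes had an unadjusted P under 0.05, against 2.98% of all genes here, so the share may be too high. Leaving out anterior oral replicate 1 raised the count at the study thresholds to 259 genes, with 6 at an adjusted p under 0.05.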

Increasing the stringency to require FC > 3 gave 42 genes (Fig 5). 

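At a fold change over 3, 49 genes passed between the anterior oral and nasal compartments.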

The genes with the most robust elevated expression in the nasal compartment, based on expression level and fold change, included *Cxcl13* (23FC), *Gsc* (13FC), *Dlx5* (11FC), *Cbr2* (8FC), *Tnn* (7FC), *Gata2* (6FC), *Cma1* (6FC), *Sema3e* (4FC), *Unc5d* (4FC), and *Runx2* (3FC). 

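Cxcl13 (gene ID 55985, chromosome 5, 96385958 to 96390087) had 13.5 ± 5.31 RPKM (SD, n = 4) in the anterior nasal compartment, where replicate 1 was lowest at 5.57 RPKM, and 0.514 ± 0.525 RPKM (SD, n = 3) in the anterior oral compartment, where 1 library is listed at 0. Its oral over nasal log2 fold change of -4.93 (standard error 0.80, adjusted p = 0.200) ran from -5.68 to -3.92 with 1 library left out. Tnn had 33.8 ± 9.24 RPKM (SD, n = 4) in nasal and 5.03 ± 1.54 RPKM (SD, n = 3) in oral, with a log2 fold change of -2.72 (standard error 0.31, adjusted p = 0.114). Sema3e had 35.0 ± 7.28 RPKM (SD, n = 4) in nasal and 7.82 ± 1.90 RPKM (SD, n = 3) in oral, with a log2 fold change of -2.15 (standard error 0.27, adjusted p = 0.114). Gsc, Dlx5 and Cbr2 were higher in nasal, with log2 fold changes of -4.12, -3.36 and -2.90. Gata2, Cma1, Unc5d and Runx2 were higher in nasal too, with log2 fold changes of -2.64, -2.59, -1.94 and -1.66. In all 10 genes every nasal library exceeded every oral one. The adjusted p of the 10 genes lay between 0.114 and 0.766, and 0 of them passed 0.05 over all genes tested. With 1 library left out, the lowest adjusted p reached by Tnn was 0.0474.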

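Tsga13 (gene ID 116732, chromosome 6, 30846981 to 30865573) had 19.2 ± 0.976 RPKM (SD, n = 3) in the anterior oral and 2.32 ± 2.32 RPKM (SD, n = 4) in the anterior nasal compartment, an oral over nasal log2 fold change of 3.38 (standard error 0.56, adjusted p = 0.200). Anterior nasal replicate 4, at 5.79 RPKM, stood above the other nasal libraries, and with 1 library left out the adjusted p ran from 0.00615 to 0.812. Nmbr, Klf14 and Enpp1 had log2 fold changes of 2.33 (adjusted p = 0.200), 1.90 (adjusted p = 0.353) and 1.79 (adjusted p = 0.351). For Tsga13, Nmbr, Klf14 and Enpp1 the oral and nasal values did not overlap. Enpp1 is the gene listed in S4 Table at the fold change given for Enpp. Of the 19 genes that the paper names for the anterior oral and nasal compartments, 0 had an adjusted p under 0.05 over all genes tested and 15 when adjusted over the list alone, with the list drawn from the same samples.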

Genes with the most compelling elevated expression in the anterior oral compartment included *Tsga13* (11FC), *Nmbr* (5FC), *Klf14* (4FC), and *Enpp* (4FC).

**Fig 5:**
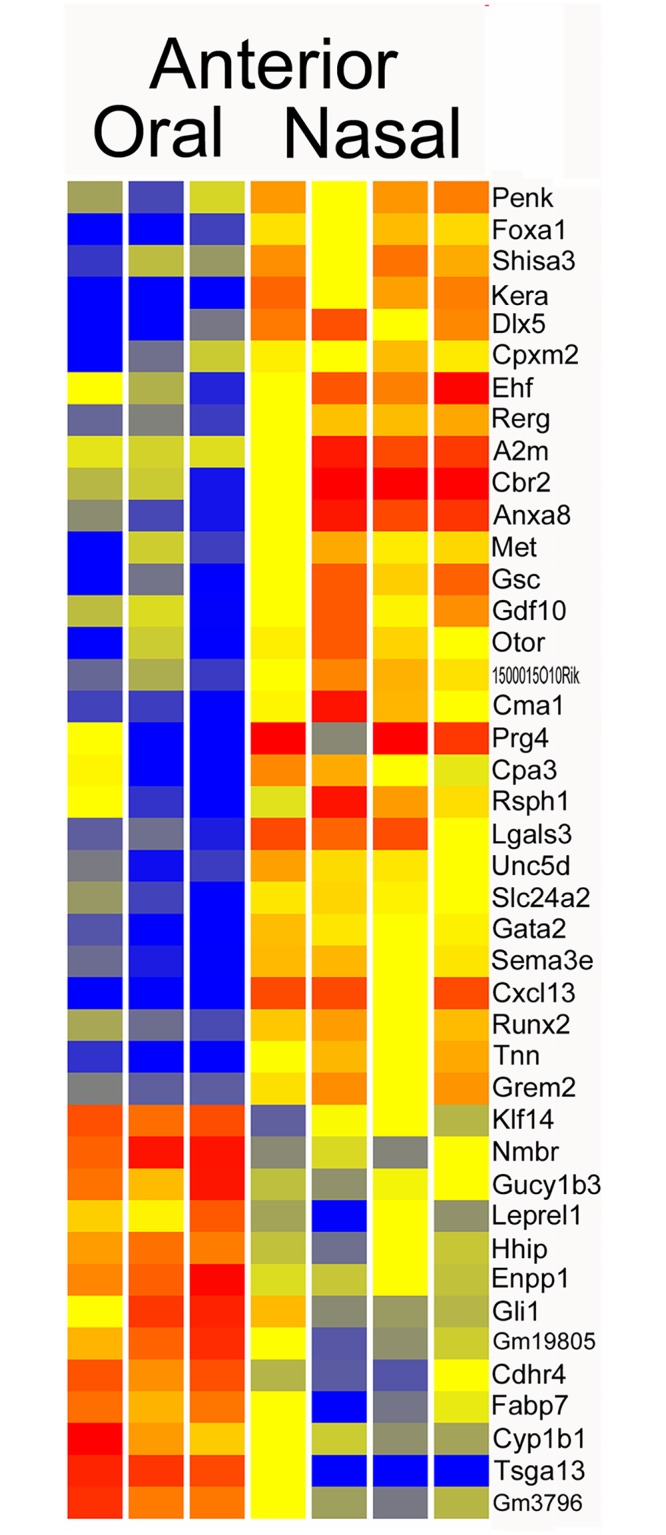
Heatmap of Anterior oral versus anterior nasal compartments. This list includes 42 genes with greater than three fold change.

### Posterior oral versus nasal compartments

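Between the 3 posterior oral and the 3 posterior nasal libraries, 10586 genes were compared. At the study thresholds, an unadjusted P under 0.05 and a fold change over 2, 370 genes passed, 209 higher in oral and 161 higher in nasal. An adjusted p under 0.05 was reached by 132 genes, 62 higher in oral and 70 higher in nasal, among 847 with an unadjusted P under 0.05. The copy of S5 Table read here holds 310 genes, 1 fewer than the 311 of the paper's text, so no overlap was counted. Without an expression minimum, 1084 genes met the study thresholds and 11 had an adjusted p under 0.05. With the sequencing run as a covariate, fitted on the 6 samples alone, 340 genes met the study thresholds and 15 had an adjusted p under 0.05. With 1 library left out, between 12 and 57 genes had an adjusted p under 0.05. Most of these were higher in oral in each fit that lacked a nasal replicate and higher in nasal in each fit that lacked an oral replicate.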

The comparison of the posterior oral and nasal compartments found 311 differentially expressed genes (P < 0.05, FC > 2)(S5 Table). Increasing the fold change stringency to five gave 57 genes (Fig 6). 

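At a fold change over 5, 64 genes passed between the posterior oral and nasal compartments. Among genes that the paper does not name, have an adjusted p under 0.05 and do not overlap between oral and nasal, Phactr1, Fam69c and Vstm2a had the largest fold changes towards oral, with log2 fold changes of 3.51 (adjusted p = 0.00367), 3.40 (adjusted p = 0.0163) and 3.03 (adjusted p = 0.0143). Slc13a5, Rpl39l and Car3 had the largest towards nasal, at -5.29 (adjusted p = 0.0142), -5.05 (adjusted p = 0.0391) and -4.29 (adjusted p = 0.00175).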

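Lrrtm1 (gene ID 74342, chromosome 6, 77192711 to 77207785) had 33.9 ± 10.4 RPKM (SD, n = 3) in the posterior oral and 3.52 ± 0.566 RPKM (SD, n = 3) in the posterior nasal compartment, an oral over nasal log2 fold change of 3.20 (standard error 0.26, adjusted p = 0.00267). Cdh20 (gene ID 23836, chromosome 1, 106665396 to 106892058) had 20.5 ± 7.13 RPKM (SD, n = 3) in oral and 1.77 ± 1.91 RPKM (SD, n = 3) in nasal, with a log2 fold change of 3.94 (standard error 0.67, adjusted p = 0.0368). Lrrc4c, Lrrtm3, Lrrc3b, Enpp1 and Ncam2 had log2 fold changes of 3.05, 2.61, 2.58, 2.61 and 2.63, with an adjusted p of at most 0.0374. Among growth factor genes, Fgf18 and Sema5b had log2 fold changes of 2.39 (adjusted p = 0.0222) and 1.82 (adjusted p = 0.0441). The transcription factor genes Osr1, Foxd1, Foxf2 and Npas3 had log2 fold changes of 2.01, 1.86, 1.87 and 1.67, with an adjusted p of at most 0.0374. Adcy8, Bmp4, Osr2, Pdgfd, Grem1 and Cdh18 had log2 fold changes of 3.23, 1.66, 1.64, 2.20, 2.31 and 2.08, and their adjusted p lay between 0.0549 and 0.172. S5 Table lists Pdgfd at the fold change given for Pdfd. In all of these genes the oral values lay above all nasal values.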

Genes with elevated expression in the posterior oral compartment included cadherins *Cdh20* (17FC), and *Cdh18* (4FC), the leucine rich repeat genes *Lrrtm1* (9FC), *Lrrc4c* (9FC), *Lrrtm3* (6FC), and *Lrrc3b* (6FC), the adenylate cyclase *Adcy8* (10FC), *Enpp1* (6FC), *Ncam2* (6FC), the growth factors *Fgf18* (5FC), *Fgf10*, (4FC), *Sema5b* (4FC), *Pdfd* (5FC), *Bmp4* (3FC), as well as Bmp inhibitors *Grem1* (5FC) and *Grem2* (3FC), and transcription factors *Osr1* (4FC), *Osr2* (3FC), *Foxd1* (3FC), *Foxf2* (4FC), *Npas3* (3FC) and many other genes of interest (S5 Table). 

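Ibsp (gene ID 15891, chromosome 5, 104728306 to 104740491) had 168 ± 42.2 RPKM (SD, n = 3) in the posterior nasal and 5.47 ± 8.13 RPKM (SD, n = 3) in the posterior oral compartment, an oral over nasal log2 fold change of -6.22 (standard error 1.00, adjusted p = 0.0284). Smpd3 had 29.7 ± 11.2 RPKM (SD, n = 3) in nasal and 1.90 ± 0.244 RPKM (SD, n = 3) in oral, with a log2 fold change of -3.84 (standard error 0.29, adjusted p = 0.00175). Panx3, Dlx3, Slc8a3 and Sp7 had log2 fold changes of -5.21, -5.14, -3.31 and -3.08, with an adjusted p of at most 0.0256. Sox6, Tcf7, Bmp6, Pax3 and Gdf10 had log2 fold changes of -2.71, -2.36, -2.13, -2.00 and -1.96, with an adjusted p of at most 0.0383. Hrc had 22.5 ± 14.0 RPKM (SD, n = 3) in nasal and 1.78 ± 1.83 RPKM (SD, n = 3) in oral, with a log2 fold change of -3.98 (standard error 0.77, adjusted p = 0.0555). For these genes the nasal values lay above all oral values. Over the 38 genes that the paper names for the posterior oral and nasal compartments, 29 had an adjusted p under 0.05 among all genes tested and 37 when adjusted over the list alone, which the study chose on these samples.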

Genes with elevated expression in the nasal compartment included *Ibsp* (83FC), *Panx3* (40FC), *Dlx3* (40FC), *Hrc* (18FC), *Smpd3* (15FC), *Slc8a3* (11FC), *Sp7* (9FC), *Sox6* (7FC), *Tcf7* (5FC), *Dlx5* (5FC), *Bmp6* (5FC), *Tnn* (4FC), *Pax3* (4FC) and *Gdf10* (4FC).

**Fig 6:**
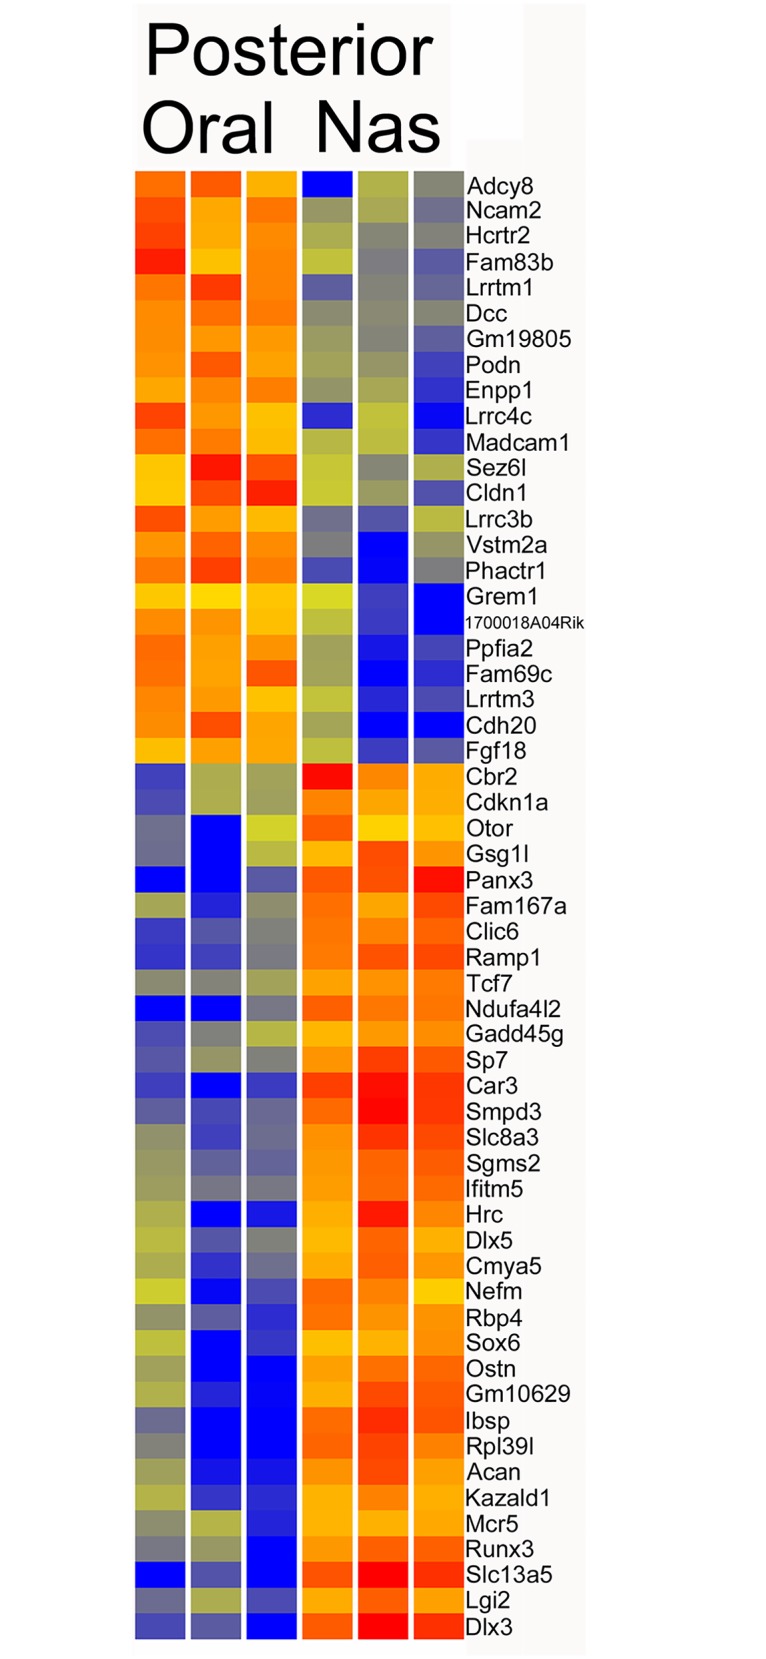
Heatmap of posterior oral versus posterior nasal compartments. Genes with greater than five fold change are shown.

### Regulatory genes with high expression levels

The dataset can also be screened to find genes with particularly strong expression, even though not necessarily compartment specific. Important functionality is not always related to differential expression. Transcription factor genes with RPKM expression levels over 50 in at least one compartment include *Sirt1*, *Foxf2 Twist1*, *Runx2*, *Nfatc4*, *Myc*, *Tcf3*, *Tcf4*, *Tcf12*, *Tcf7l1*, *Shox2*, *Sox9*, *Sox11*, *Ezh2*, *Tcea1*, *Pax3*, *Lhx6*, *Lhx8*, and *Ski*. 

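By the mean of each compartment, 18 of these 19 transcription factor genes exceeded 50 RPKM in at least 1 compartment. Shox2 had the highest mean, 149.6 ± 6.07 RPKM (SD, n = 3) in anterior lateral. Sirt1 (gene ID 93759) had its highest mean in anterior medial, 16.4 ± 1.03 RPKM (SD, n = 3), and no library over 50 RPKM. Ezh2, Tcf12, Tcea1 and Twist1 exceeded 50 RPKM in all 8 compartments. Every replicate of at least 1 compartment exceeded 50 RPKM for 14 of the 19 genes.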

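Igf2 (gene ID 16002) had the highest expression among the genes for growth factors, 438 ± 137 RPKM (SD, n = 4) in the anterior nasal compartment. Mdk had at most 188 ± 48.3 RPKM (SD, n = 3), in posterior medial, and Ptn at most 202 ± 19.2 RPKM (SD, n = 3), in posterior nasal. Nenf, Hdgf, Cxcl12, Igf1, Inhba, Ogn and Bmp4 also had a compartment mean over 50 RPKM. The highest means of Gmfb and Vegfb were 46.4 ± 17.1 RPKM (SD, n = 3) in anterior oral and 47.7 ± 11.6 RPKM (SD, n = 3) in posterior oral, and each had at least 1 library over 50 RPKM.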

Growth factor genes with strong expression include *Nenf*, *Mdk*, *Hdgf*, *Ptn*, *Cxcl12*, *Igf1*, *Igf2*, *Inhba*, *Ogn*, *Bmp4*, *Gmfb* and *Vegfb*.

### Validations

The dataset described in this report provides a global view of the gene expression patterns of the multiple compartments of the developing palate. A comparison of this dataset with previously published expression patterns for specific genes provides a key measure of validation. For example, *Fgf10* has been reported expressed more in the lateral and oral compartments, compared to medial and nasal [17]. The RNA-Seq data shows *Fgf10* up 4.2 fold in the posterior oral versus nasal, up 2.3 fold in anterior oral versus nasal, up 4.9 fold in anterior lateral versus medial, and up 8.6 fold in the posterior lateral versus medial. Similarly, *Gli1* in situ hybridizations show stronger expression in oral/lateral compartments [17], and the RNA-seq data shows *Gli1* up 1.8 fold in posterior lateral versus medial, up 1.75 fold in anterior lateral versus medial, and up 3.2 fold in anterior oral versus nasal compartments. Conversely, *Dlx5* is expressed more strongly in the nasal compartment compared to oral [17]. 

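Fgf10 (gene ID 14165) had 8.40 ± 1.42 RPKM (SD, n = 3) in posterior oral and 2.01 ± 0.631 RPKM (SD, n = 3) in posterior nasal, a 4.11-fold difference with a log2 fold change of 2.04 (standard error 0.27, adjusted p = 0.0155). In the anterior palate it was 2.25-fold higher in oral than in nasal, with 9.59 ± 4.82 RPKM (SD, n = 3) and 4.35 ± 2.41 RPKM (SD, n = 4), and the values overlapped (log2 fold change 1.17 (adjusted p = 1.000)). Anterior lateral had 5.08 ± 1.36 RPKM (SD, n = 3) and anterior medial 1.16 ± 0.641 RPKM (SD, n = 3), a 4.48-fold difference (adjusted p = 0.0430). With fewer than 3 of these 6 samples at 5 RPKM, Fgf10 was below the expression minimum of that comparison and was added to the fit. The posterior lateral over medial difference was 7.49-fold (adjusted p = 0.450). The oral-nasal and medial-lateral differences of Fgf10 were not shown to differ between the anterior and the posterior palate, with interactions of -0.87 (adjusted p = 1.000) and 0.74 (adjusted p = 0.964) on the log2 scale.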

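Gli1 (gene ID 14632) was 3.10-fold higher in anterior oral, with 16.9 ± 10.0 RPKM (SD, n = 3), than in anterior nasal, with 4.94 ± 2.83 RPKM (SD, n = 4) (log2 fold change 1.63 (adjusted p = 1.000)). Anterior nasal replicate 4, at 9.15 RPKM, exceeded anterior oral replicate 1, so the compartments overlapped. Anterior lateral exceeded anterior medial 1.74-fold, with 19.5 ± 1.24 RPKM (SD, n = 3) against 11.7 ± 4.25 RPKM (SD, n = 3) and no overlap (adjusted p = 0.159). Posterior lateral had 16.7 ± 9.94 RPKM (SD, n = 3) and posterior medial 8.66 ± 4.54 RPKM (SD, n = 3), a 1.81-fold difference within the spread of the replicates (adjusted p = 0.957).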

Consistent with this the RNA-seq data shows a 5.2 fold elevated expression of *Dlx5* in the posterior nasal versus oral compartments, and an even stronger 11 fold higher expression in the anterior nasal versus oral compartments. 

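Dlx5 (gene ID 13395) had 51.5 ± 19.8 RPKM (SD, n = 3) in posterior nasal and 10.0 ± 3.86 RPKM (SD, n = 3) in posterior oral, a 5.11-fold difference (oral over nasal log2 fold change -2.35 (adjusted p = 0.0227)). In the anterior palate the nasal compartment had 19.8 ± 7.65 RPKM (SD, n = 4) and the oral compartment 2.44 ± 2.11 RPKM (SD, n = 3), a 10.3-fold difference (adjusted p = 0.473). The interaction of oral-nasal with anterior-posterior was -1.01 on the log2 scale (standard error 0.91, adjusted p = 1.000), so the anterior difference was not shown to be the larger one.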

*In situ* hybridizations show *Ctgf* expression higher in the medial compartment [18], further confirming the RNA-seq data of this report, which shows *Ctgf* four fold higher in the anterior medial versus lateral compartment, with much stronger expression in the anterior versus posterior palate. 

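Ctgf (gene ID 14219) had 42.4 ± 5.87 RPKM (SD, n = 3) in anterior medial and 10.5 ± 0.942 RPKM (SD, n = 3) in anterior lateral, a 4.01-fold difference with a lateral over medial log2 fold change of -2.00 (standard error 0.14, adjusted p = 0.00113). Over all compartments the anterior libraries averaged 24.0 ± 13.6 RPKM (SD, n = 13) and the posterior ones 13.3 ± 5.71 RPKM (SD, n = 12), a posterior over anterior log2 fold change of -0.77 (standard error 0.31, adjusted p = 0.214), and the ranges overlapped.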

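Osr1 (gene ID 23967) had 109 ± 8.86 RPKM (SD, n = 3) in anterior lateral and 22.9 ± 0.869 RPKM (SD, n = 3) in anterior medial, a 4.72-fold difference (adjusted p = 2.42e-04). In the posterior palate lateral had 43.6 ± 12.4 RPKM (SD, n = 3) and medial 16.7 ± 10.8 RPKM (SD, n = 3), a 3.06-fold difference without overlap (adjusted p = 0.957). With 1 posterior library left out, the log2 fold change ran from 0.95 to 2.09.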

Previous *in situ* hybridizations show *Osr1* with stronger expression in the lateral compartment [19], again consistent with the RNA-Seq data, which shows 4.7 fold higher expression in the anterior lateral versus medial compartments, and 3 fold elevated expression in the posterior lateral compartment. 

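Runx2 (gene ID 12393) had 48.5 ± 11.9 RPKM (SD, n = 4) in anterior nasal and 15.1 ± 2.78 RPKM (SD, n = 3) in anterior oral, a 3.16-fold difference (adjusted p = 0.200). Posterior nasal had 101 ± 6.77 RPKM (SD, n = 3) and posterior oral 44.8 ± 7.41 RPKM (SD, n = 3), a 2.26-fold difference (adjusted p = 0.0419). In the anterior as in the posterior palate, every nasal library was above every oral library.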

*Runx2* expression has been shown elevated in the nasal versus oral compartment [20], agreeing with the RNA-seq data of this report, which shows 3.1 fold higher expression in the anterior and 2.3 fold elevation in the posterior nasal compartment. The RNA-Seq data shows *Frzb* elevated expression elevated 2.1 fold in the posterior lateral versus medial compartments, consistent with published expression data [21]. 

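Frzb (gene ID 20378) had 32.1 ± 1.22 RPKM (SD, n = 3) in posterior medial and 15.7 ± 3.73 RPKM (SD, n = 3) in posterior lateral, a lateral over medial log2 fold change of -1.05 (standard error 0.28, adjusted p = 0.957). All 3 medial libraries were higher than all 3 lateral ones, and with 1 library left out the log2 fold change stayed between -1.23 and -0.91.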

Once again congruent with published data *Sox9* showed 5.2 fold elevated expression in the anterior medial versus lateral compartments [22]. 

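Sox9 (gene ID 20682) had 56.0 ± 15.5 RPKM (SD, n = 3) in anterior medial and 10.6 ± 1.00 RPKM (SD, n = 3) in anterior lateral, a 5.13-fold difference with a lateral over medial log2 fold change of -2.36 (standard error 0.20, adjusted p = 0.00216). With 1 library left out, the log2 fold change ran from -2.49 to -2.14.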

The RNA-seq dataset is further confirmed by the published expression of *Tnn* in the nasal compartment [23], with the RNA-seq data showing 4.4 fold higher expression in the posterior nasal versus oral, and 6.7 fold elevated expression in the anterior nasal versus oral compartments. 

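Tnn (gene ID 329278) had 64.0 ± 6.67 RPKM (SD, n = 3) in posterior nasal and 15.4 ± 6.19 RPKM (SD, n = 3) in posterior oral, a 4.34-fold difference with an oral over nasal log2 fold change of -2.12 (standard error 0.31, adjusted p = 0.0202). The anterior difference was 6.60-fold. From these genes and others, the paper concludes that the dataset is highly concordant with the published literature on palate development.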

Other confirmations for previously published anterior/posterior gene expression differences were mentioned earlier. More examples of agreement between this RNA-seq dataset and previously described palate development gene expression patterns can be found at FACEBASE.ORG [15]. In summary, the RNA-seq dataset provided in this report is highly concordant with the extensive published gene expression literature for palate development.

We further validated the RNA-seq dataset by carrying out selected immunostains. 

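In the RNA-seq data, Agtr2 (gene ID 11609) averaged 205 ± 29.0 RPKM (SD, n = 3) in anterior lateral and 143 ± 12.0 RPKM (SD, n = 3) in anterior medial, a lateral over medial log2 fold change of 0.51 (standard error 0.15, adjusted p = 0.134). In the posterior palate lateral had 118 ± 24.6 RPKM (SD, n = 3) and medial 69.4 ± 30.4 RPKM (SD, n = 3), with a log2 fold change of 0.86 (standard error 0.45, adjusted p = 0.957). Posterior oral had 91.6 ± 23.6 RPKM (SD, n = 3) and posterior nasal 33.8 ± 10.1 RPKM (SD, n = 3), with an oral over nasal log2 fold change of 1.44 (standard error 0.29, adjusted p = 0.0701). For these 3 comparisons the groups did not overlap. Between anterior oral, with 200.5 ± 106 RPKM (SD, n = 3), and anterior nasal, with 183 ± 50.7 RPKM (SD, n = 4), no difference was detectable (log2 fold change -0.00088, standard error 0.44, adjusted p = 1.000). Its sign changed with the pseudocount, the scaling and the library left out.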

For Agtr2 we observed elevated expression in the lateral and oral compartments, as predicted by the RNA-seq (Fig 7). Similarly, Crabp1 showed elevated expression in posterior lateral versus medial, and both App1 and Ibsp were more strongly expressed in nasal versus oral compartments, again as predicted by the RNA-seq data.

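Crabp1 (gene ID 12903) had 116 ± 2.40 RPKM (SD, n = 3) in posterior lateral and 36.0 ± 22.6 RPKM (SD, n = 3) in posterior medial, a lateral over medial log2 fold change of 1.85 (standard error 0.45, adjusted p = 0.957) without overlap. App, the gene stained as App1, had 90.5 ± 11.6 RPKM (SD, n = 3) in posterior nasal and 67.5 ± 3.66 RPKM (SD, n = 3) in posterior oral, with an oral over nasal log2 fold change of -0.42 (standard error 0.20, adjusted p = 0.749) and no overlap. In the anterior palate App had 57.3 ± 20.5 RPKM (SD, n = 4) in nasal and 42.8 ± 8.28 RPKM (SD, n = 3) in oral, with overlapping values and a log2 fold change of -0.35 (standard error 0.37, adjusted p = 1.000). Ibsp in the anterior palate had 13.1 ± 12.9 RPKM (SD, n = 4) in nasal and 10.6 ± 5.11 RPKM (SD, n = 3) in oral, with a log2 fold change of 0.10 (standard error 0.79, adjusted p = 1.000). The sign of this anterior difference changed when single libraries were left out, between -0.32 and 0.70. The interaction for Ibsp, the anterior minus the posterior difference, was 6.32 on the log2 scale (standard error 1.46, adjusted p = 0.253).

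**Figure D3:**
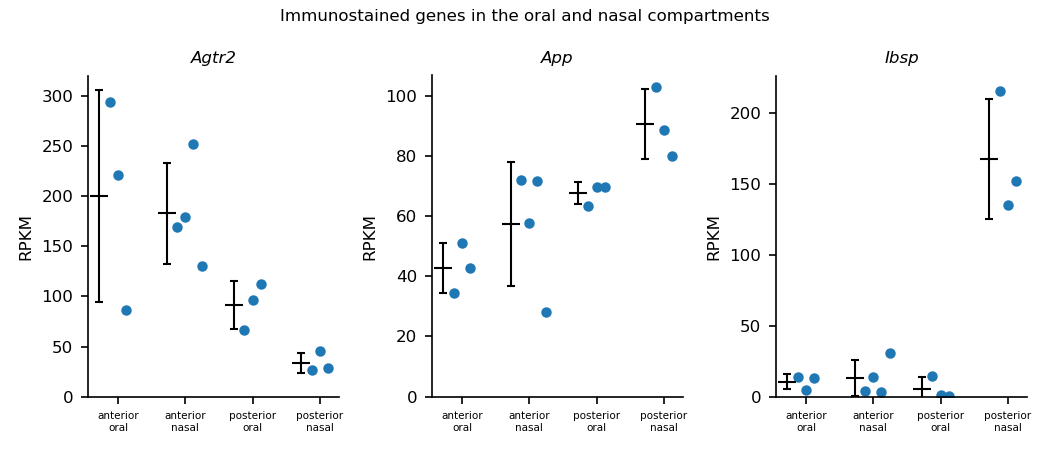
RPKM of Agtr2, App and Ibsp in the oral and nasal compartments of the anterior and posterior palate. Each point is 1 library and the bars give the mean and SD of 3 libraries, or 4 for anterior nasal. Ibsp averages 168 RPKM in posterior nasal and 13.1 RPKM in anterior nasal.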

**Fig 7:**
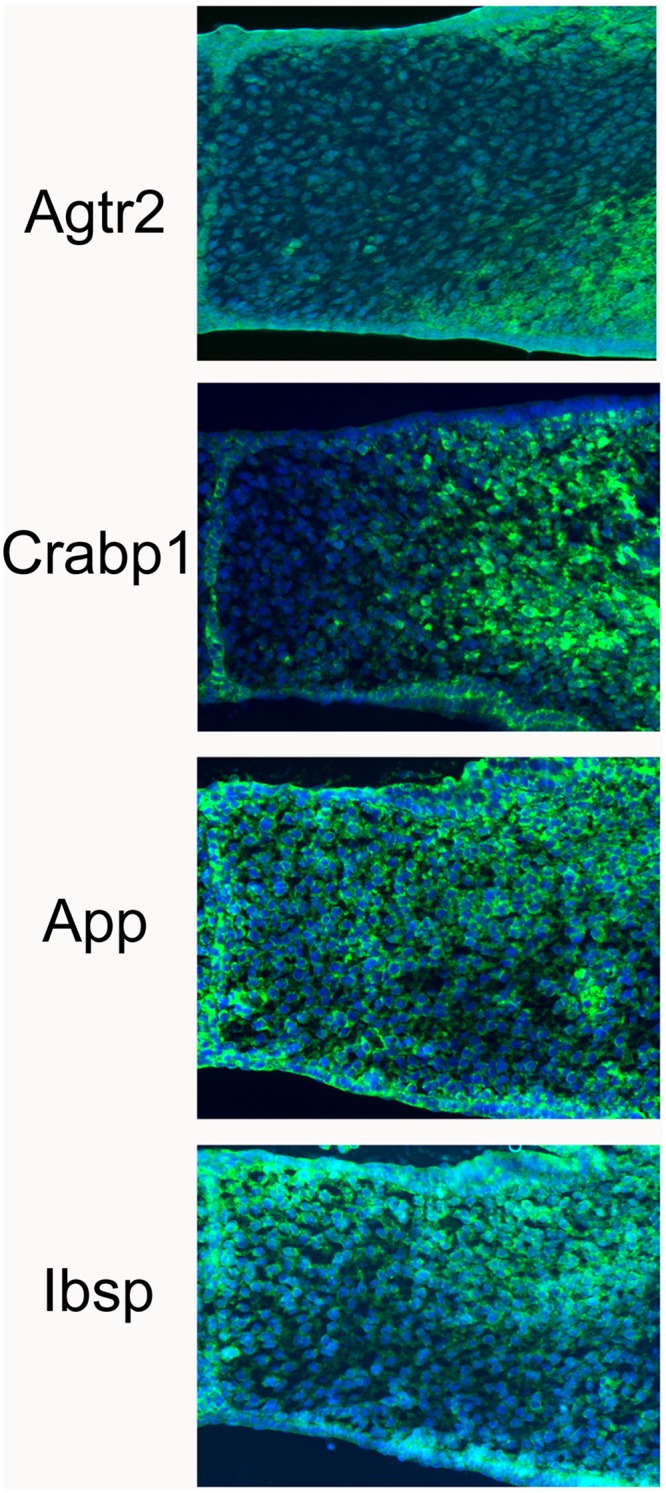
Imunostain validations of RNA-Seq predicted gene expression patterns. The tissues sections shown are of one half of the E14.5 forming palate, with the medial edge epithelium at the left side of the image. For Agtr2 the RNA-Seq strongest expression was in the lateral and oral compartments, consistent with the immunostain results. Crabp1 immunostain showed strongest expression in the lateral compartment, as predicted by RNA-Seq. Both App and Ibsp showed strongest expression in the nasal compartment (above), compared to oral compartment (below), as predicted by RNA-Seq.

### Cleft palate associated genes

One potential use of the gene expression data presented in this report is to aid in the screening of DNA sequencing data from patients for causative mutations associated with cleft palate. Genes with appropriate expression during palate formation would represent preferred candidates. To this end it is interesting to examine genes previously associated with cleft palate to determine the types of expression patterns represented. A search of the GATACA website (https://gataca.cchmc.org/gataca/) identifies 91 human genes related to some degree with cleft palate. It should be noted that this is a broadly inclusive list, and not all of the cleft palate gene associations are strong. Of these 91 genes 20 showed no expression in the developing E14.5 murine plate. Of course these genes could still be functionally important and expressed at other critical stages of palate development. Nevertheless, they would represent weaker candidates. Another 14 genes, including *Bmp4*, *Satb2*, *Runx2*, *Msx1*, *Sox9*, *Tfap2a*, *Fras1*, *Alx4*, *Tbx22*, *Sema3e*, *Ptch1*, *Irf6*, *Fgfr2* and *Eya1* showed expression that varied among the E14.5 palate compartments. 

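For each of these 14 genes, the spread of the 8 compartment means was compared with the spread within compartments by a permutation test on log2(RPKM + 0.1), with 100000 permutations of the 25 libraries and adjustment over the 24 cleft palate genes named in the text. For 13 of the 14 the adjusted p was under 0.05, and the ratio of the highest to the lowest compartment mean had a median of 5.13 and reached 105, for Msx1. Msx1 ran from 0.140 ± 0.242 RPKM (SD, n = 3) in posterior medial to 14.6 ± 4.26 RPKM (SD, n = 3) in anterior oral (adjusted p = 0.00312). Tbx22 ran from 2.18 ± 0.760 RPKM (SD, n = 3) in anterior oral to 72.2 ± 41.6 RPKM (SD, n = 3) in posterior medial. Bmp4 was highest in posterior lateral, 70.3 ± 58.1 RPKM (SD, n = 3), where the replicates differed widely, and its adjusted p was 0.0313.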

The predominant expression pattern observed, however, was uniform expression throughout the developing palate. 

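Of the cleft palate genes that the paper gives as high and uniform, 7 were analysed here, Ubb, Twist1, Gpc3, Flna, Col11a1 and Fgfr1 among them. All 7 had a compartment mean over 50 RPKM, and 5 of the 7 had one in every compartment. Gpc3 (gene ID 14734) was the highest, from 168 ± 33.9 RPKM (SD, n = 3) in posterior medial to 264 ± 10.1 RPKM (SD, n = 3) in anterior lateral. The lowest means were 47.1 RPKM for Ubb, in anterior oral, and 37.8 RPKM for Col11a1, in anterior lateral. The ratio of the highest to the lowest compartment mean lay between 1.33, for Fgfr1, and 2.06, for Twist1. By the permutation test of compartments, adjusted over the 24 cleft palate genes, 0 of the 7 had an adjusted p under 0.05, and the lowest unadjusted permutation p was 0.0824, for Col11a1.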

In some cases this expression was at high levels (over 50 RPKM), for *Yhae*, *Sumo1*, *Ubb*, *Twist1*, *Gpc3*, *Flna*, *Col11a1* and *Fgfr1*. For most of the cleft associated genes, however, gene expression was relatively uniform throughout all palate compartments and at moderate levels (5–50 RPKM). The subset of genes with the strongest cleft palate associations also showed multiple expression patterns. For example, *Wnt3* and *Vax1* showed no detectable expression, *Msx1*, *Irf6* and *Bmp4* showed expression that varied among compartments, and *Bmpr1a* showed uniform high expression. Therefore no simple formula for connecting the observed gene expression patterns to cleft palate causation emerged.

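Wnt3 (gene ID 22415) is listed at 0 in 14 of the 25 libraries and reached at most 0.297 RPKM in the others. Vax1 (gene ID 22326) is listed at 0 in 21 libraries and reached at most 0.607 RPKM. In a library with the median implied total, 1 read on a transcript of 2000 bases equals 0.153 RPKM, so these values correspond to few reads. Bmpr1a (gene ID 12166) lay between 50.7 ± 6.56 RPKM (SD, n = 3) in posterior oral and 63.1 ± 5.01 RPKM (SD, n = 4) in anterior nasal, a ratio of 1.25, and the permutation test across compartments gave an adjusted p of 0.691. From these patterns the paper concludes that no simple formula connects expression to cleft palate causation.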

**In summary** this report provides an LCM/RNA-Seq based definition of the gene expression programs driving palate development. Lateral and medial, as well as oral and nasal compartments were examined for both the anterior and posterior E14.5 secondary palate. The results provide a global view of the region specific expression of all transcription factors, growth factors and receptors. Paracrine interactions can be inferred from flanking compartment growth factor/receptor expression patterns. The dataset provides a resource for the identification of novel molecular markers of palate development, and for the development of new compartment specific CRE and GFP transgenic tools. This RNA-Seq data contributes to the FACEBASE consortium generation of a molecular anatomy of craniofacial development.

## Materials and Methods

### Animals, Laser capture and RNA purification

Laser capture was carried out with an Arcturus Veritas machine as previously described [16]. Sections were removed from caps and placed in 50 μl of lysis buffer (0.05% SDS, 5.0 mM Tris 7.4). RNA was purified with Qiagen RNEasy Micro Kit, cat. no. 74004, standard protocol, w/DNAse treatment.

This study was carried out in strict accordance with the recommendations of the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol (2D12115) was approved by the Institutional Animal Care and Use Committee (IACUC) of Cincinnati Children’s Research Foundation. CD-1 strain mice were used. All efforts were taken to minimize pain experienced by the mice. Animals were sacrificed by carbon dioxide inhalation.

### Immunostains

Immunostains were carried out with TSKit #12, with HRP—Goat Anti-Rabbit IgG and Alexa Fluor 488 Tyramide, T-20922, Life Technologies, stanard protocol for immunohistochemistry. Antibodies used were as follows. Crabp1: CRABP1 (D7F9T) Rabbit mAb #13163, Cell Signalling,1:400 dilution. Ibsp: Rabbit Anti-Bone Sialoprotein II Polyclonal Anitbody (bs-2668R), Bioss, 1:100 dilution. Agtr2: Anti-Angiotensin II Type 2 Receptor antibody (ab19134), Abcam, 1:75 dilution. App: Rabbit Anti-APP/Amyloid Precursor Protein Polyclonal Antibody (bs-0112R), Bioss, 1:50 dilution.

### Data Analysis

Data analysis was carried out with GeneSpring 12.6.1, as previously described [16]. RNA-Seq was single end 50 with an average of 30 million reads per sample. The analysis pipeline included filtering on post alignment read metrics to remove reads with more than one alignment to the genome. Duplicate reads were also removed. Expression level filtering typically required RPKM of at least five in three samples, unless stated otherwise. Statistical tests were carried out with both Audic-Claverie (A-C) pooled analysis, examining for deviation from predicted Poisson distribution, as well as moderated t-test. The lists of differentially expressed genes were typically larger with the A-C test, and for some of the historic validations the predicted differences were only seen with A-C. Except for the AP comparison, however, the supplementary tables were all generated with the moderated t-test. The raw and processed DNA sequencing data is available at GEO (series GSE67525). It is also available through the FACEBASE consortium at FACEBASE.org.

## Supporting Information

S1 Table Gene expression differences between combined anterior and combined posterior compartments. (XLS) Click here for additional data file.

S2 Table Anterior palate, lateral versus medial gene expression differences. (XLS) Click here for additional data file.

S3 Table Posterior palate, lateral versus medial gene expression differences. (XLS) Click here for additional data file.

S4 Table Anterior palate, oral versus nasal gene expression differences. (XLS) Click here for additional data file.

S5 Table Posterior palate, oral versus nasal gene expression differences. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

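RNA-seq libraries were made from laser capture microdissected compartments of the E14.5 mouse palate. There were 25 libraries of 8 compartments, the medial, lateral, oral and nasal compartments of the anterior and of the posterior palate, with 3 replicates each and 4 for anterior nasal. The condition and replicate number of each library were taken from the sample labels, and the sequencing run, 1 of 8, from the names of the alignments. The authors deposited RPKM values for 37406 genes, made with GeneSpring 12.6.1 from single-end reads of 50 bases (NuGEN Ovation RNA-Seq V2 amplification, Nextera tagmentation) after removal of duplicate reads and of reads with more than 1 alignment. The paper's text names no aligner, genome build or gene annotation. A column that kept the name of its alignment in place of the word RPKM was read as RPKM, since its values equal those listed in S2 Table. No further scaling is stated, and none was added in the comparisons reported at the claims.

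Depth was worked out from the values themselves, because read counts were not used here. For genes above 0 in 2 to 20 libraries, ratios of values between libraries gave relative depths, and 549 of 552 such ratios were the same when taken by way of another library. All 400 of the shortest genes tested had whole lengths at the total chosen. The implied totals lay between 1.64 and 6.56 M reads per library, where 1 read on a transcript of 2000 bases equals 0.153 RPKM in a library of median depth. Counting error at 5 RPKM is therefore 12.4% to 24.7% for such a transcript. Over the 27 pairs of replicates, the median squared log ratio of a gene was 0.614 to 16.8 times the variance that counting error gives. Every gene was taken as 2000 bases for this. A median of squares lies below the variance by counting error alone, so a value under 1 does not mean less spread than counting error. Correlations between replicates of a compartment lay between 0.612 and 0.932 on the log2 scale, across genes.

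Comparisons used limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.1), with lmFit and eBayes. Lateral was compared with medial and oral with nasal, separately in the anterior and the posterior palate, on the samples of each pair of compartments alone. All 12 posterior libraries were compared with all 13 anterior ones. Log2 fold changes are lateral minus medial, oral minus nasal and posterior minus anterior. Pairs of compartments were compared over genes with at least 5 RPKM in at least 3 of the compared samples, and anterior with posterior over genes with at least 10 RPKM in at least 6 samples. The study thresholds are an unadjusted P under 0.05 and a fold change over 2, with fold changes over 3 and 5 where the paper uses them. Adjusted p-values are by the Benjamini-Hochberg method over all genes tested. Whether a difference itself differed along the anterior-posterior axis was tested as an interaction, anterior medial minus lateral less posterior medial minus lateral, and anterior oral minus nasal less posterior oral minus nasal, over genes with at least 5 RPKM in at least 3 samples of the 4 compartments. Fold changes compared with those in the paper's text are ratios formed from the log2 values. The spread of cleft palate genes over the 8 compartments was tested with 100000 permutations of the libraries. A named gene below the expression minimum was added to the fit of its comparison. With 3 samples against 3, the smallest two-sided p of an exact permutation test is 0.1, so no such test was used for single genes.

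Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The test was tried on data simulated for each comparison, in which 200 genes were changed. Each gene had 1 pooled spread for all groups and independent noise. Unequal spread between groups and libraries that depart in many genes at once are thus left out, and the shares called may be too high. At a 4-fold change it called 95% of them for anterior lateral against medial, 28% for posterior lateral against medial, 62% for anterior oral against nasal and 80.5% for posterior oral against nasal. At a 16-fold change it called 99.5%, 75.5%, 90.5% and 99%. For anterior against posterior it called 86.5% at a 2-fold change and 97% at a 4-fold change. The interactions were called at a 4-fold change for 40.5% of genes along medial-lateral and 43% along oral-nasal, and at a 16-fold change for 88% and 90%.

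The genes named were set before the data were examined. They are every gene that the paper's results name and, for each of the 5 comparisons, up to 3 genes in each direction that the paper does not name, with the largest fold change among those with an adjusted p under 0.05 and groups that do not overlap. For the interactions they are up to 3 genes in each direction with the largest contrast among those with an adjusted p under 0.05. Other genes named in the text were chosen after their values were seen, as stated where they appear. For genes listed at 0 in every library of a group, no fold change is given.

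The alternatives were also chosen before the data were examined. They were pseudocounts of 1 and 0.01, centring each sample on its median log2 value, quantile normalization between samples, limma with a mean-variance trend, the replicate number as a block, no filter on low values, another expression minimum, all 25 samples in one fit of 8 groups, the sequencing run as a covariate, and each library left out in turn. For anterior against posterior, the compartment, and the compartment with the run, were covariates as well.

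Lists of marker genes for epithelium, endothelium, erythroid cells, macrophages, skeletal muscle and osteoblasts, and Xist with 4 Y-linked genes for sex, were compiled to look for other cell types and for embryos of both sexes. Read counts, the Audic-Claverie test of the paper and the immunostains were not used here. Some genes that fall under these rules are not reported here by name, although they stay in the fits and counts. A gene the paper writes as Yhae was not among the symbols of the table and is not analysed here. Of the cleft palate genes that the paper counts as without expression, its text names Wnt3 and Vax1, and the others were not analysed here.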

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

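The tests in this part were chosen only after the results were seen, except the tests for a shift towards oral in anterior nasal replicates 1 and 4, which were set before their values were seen.

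In the anterior nasal compartment, the 1 group with 4 samples, 3 values stood apart from the other 3 replicates by more than the 95% critical value of Dixon's test. Replicate 1 had 5.57 RPKM of Cxcl13 where the others had 15.9 to 16.7. Replicate 4 had 9.15 RPKM of Gli1 where the others had 3.19 to 3.98, and 5.79 RPKM of Tsga13 where the others had 0.989 to 1.33. Among 24 results tested, chance gives 1.2 such values. Each of the 3 values lies towards the mean of the anterior oral compartment, so tissue of the oral compartment in these samples is a candidate explanation. It was tested on the 132 genes with an adjusted p under 0.05 between posterior oral and nasal. In replicate 1 these genes shifted towards oral by a median of 0.29 on the log2 scale, 80 of them towards oral, where replicates 2 and 3 shifted by -0.20 and -0.13. Oral tissue as the whole cause of the value of Cxcl13 is argued against. That value would need an oral share of 68.0%, at which Tsga13 would reach 13.4 RPKM and Gli1 12.6 RPKM, where replicate 1 has 0.989 and 3.43 RPKM, at the level of the other nasal replicates. The nasal level for this was the mean of replicates 2 and 3. The shift of the 132 genes stays unexplained, and that library also shares raised genes with another library of its sequencing run. In replicate 4 the shift was 0.0712, with 71 of the 132 genes towards oral, too small to decide. The oral shares that Tsga13 and Gli1 imply in replicate 4 differ, 25.3% and 41.8%, and at these Cxcl13 would be at 12.3 and 9.71 RPKM, where replicate 4 has 15.9, which goes against oral tissue without deciding it. A biological difference between these replicates was not tested.

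The difference between medial and lateral in Thbs2 was not the same in the anterior and the posterior palate. The interaction was 2.90 on the log2 scale, and Thbs2 was the 1 gene with an adjusted p under 0.05. Of 100 splits, the real one included, that exchange anterior and posterior samples within medial and within lateral, 6 gave at least 1 such gene, and the largest other count was 174. The test of scaling gave 2.96 with quantile normalization, with an adjusted p under 0.05, which argues against scaling as the whole cause. With the run as a covariate the interaction was 3.00. Anterior lateral then rests on replicate 3, since replicates 1 and 2 are the only libraries of their run, so this does not decide on the run. With the replicate block and with no filter on low values, 0 genes had an adjusted p under 0.05, the lowest being 0.216 and 0.0832. With 1 library left out, the adjusted p of Thbs2 was no longer under 0.05 in 9 of the 12 fits. It stayed under 0.05 without posterior lateral replicate 1 and posterior medial replicates 2 and 3. The interaction itself stayed between 2.75 and 3.06. The 3 libraries of each compartment do not overlap in either part of the palate. A difference between anterior and posterior palate in the pattern of Thbs2 stays open as a hypothesis, as do chance and the sequencing run.

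Between oral and nasal, the difference itself differed between the anterior and the posterior palate for 4 genes, among them Cxcl13 with an interaction of -7.62, Pcdh10 with -2.99 and Unc5c with -1.69. Unc5c falls outside the rule for named genes and was chosen after its values were seen. Of 100 splits that exchange anterior and posterior samples within oral and within nasal, 1, the real one, gave as many genes, and the largest other count was 3. With the sequencing run as a covariate, the smaller interaction of Cxcl13 and Pcdh10 was 2.97 in size, and with quantile normalization it was 2.84, but under either setting 0 genes had an adjusted p under 0.05, among 285 and 413 with an unadjusted P under 0.05. For Cxcl13 and Pcdh10, run or scaling and a difference between the parts of the palate cannot be told apart, since the sizes stayed and the tests no longer passed. The adjusted p of Cxcl13 ran from 0.00141 to 0.142 over its alternatives and that of Pcdh10 from 0.0216 to 0.304. With the replicate block and with no filter on low values 0 genes passed as well, the lowest adjusted p being 0.108 and 0.117. Without posterior nasal replicate 3, anterior oral replicate 2, or posterior oral replicates 1 or 2, 0 genes passed.

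The paper's text does not mention olfactory and vomeronasal receptor genes. Of 2065 such genes in the table, anterior nasal replicate 1 lists 943 above 0, which make up 0.717% of its summed RPKM. The 9 libraries of the first 4 of the 8 sequencing runs, by run number, list 220 to 943 of them, with a median of 406, and the 16 libraries of the last 4 runs list 13 to 70, with a median of 50. Greater depth is argued against by the 2 libraries of the first 4 runs that are shallower than the median of the others, the lower of which lists 453. Olfactory tissue in the samples is argued against by 208 genes of 5 other families, of which the same 9 libraries list a median of 32 and the other libraries 6. A difference between sequencing runs or preparations may be the source, since the lowest count of the 9 libraries, 220, is above the highest of the other 16. The runs were put into these groups after the counts were seen. Anterior and posterior libraries are in the first 4 runs alike, 5 and 4, and no biological explanation other than olfactory tissue was tested.

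Transcripts of both sexes are listed in 13 libraries, which have at least 76.8 RPKM of Xist and at least 2.34 RPKM of each of 4 Y-linked genes. Another 9 libraries have Xist only and 3 have the Y-linked genes only. Reads of X-linked homologs counted on the Y-linked genes are argued against by the libraries with Xist only, in which no Y-linked gene exceeds 0.285 RPKM. Reads carried over between libraries are argued against by the lowest share of the rarer kind of transcript, 17.2% of its level in libraries with 1 kind, where libraries with 1 kind show at most 0.564%. Over the 13 libraries the shares of Xist and of the Y-linked genes had a Spearman correlation of -0.65 (permutation test, p = 0.0176, adjusted p = 0.0352 over 4 tests, 2 sets of libraries by 2 coefficients) and a Pearson correlation of -0.65 (permutation p = 0.0166, adjusted p = 0.0352), or -0.54 without the 2 libraries farthest from the median. Within the 6 of these libraries that share a sequencing run with the anterior medial samples the relation was not detectable, with r = -0.31 (exact permutation p = 0.553) and rho = -0.20 (exact permutation p = 0.714), and r = 0.26 without 2 libraries. Embryos of both sexes pooled in a library may explain the pattern. Maternal tissue was not tested.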

How the results depend on the processing

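The comparisons with other splits of the samples were set out only after the results were seen. Counts of genes are given first under the settings reported at the claims and then under each alternative that moved them by more than 1.5 times. The cause of a change was not tested, except where an alternative tests more or fewer genes or samples.

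Between anterior lateral and medial, 247 genes met the study thresholds. The count was 986 with no filter on low values and 123 with a minimum of 10 RPKM, where more or fewer genes are tested. With the sequencing run as a covariate in a fit of all 25 samples it was 143. The 262 genes with an adjusted p under 0.05 became 157 with the replicate block, 157 with no filter, 31 with all 25 samples in one fit, and 0 with the run as a covariate, where 154 had an unadjusted P under 0.05. With 1 library left out, from 182 to 250 genes met the study thresholds and from 55 to 195 had an adjusted p under 0.05. The latter count was 125, 75 and 55 without lateral replicates 1, 2 and 3, and 159 and 108 without medial replicates 1 and 2. The balance of directions followed the group that lost a library. Of the 247 genes, 147 were higher in lateral and 100 in medial, but the split was 85 and 122, 84 and 101, and 76 and 106 without lateral replicates 1, 2 and 3. Of the 10 splits of the 6 samples, 1, the real one, gave as many genes by either count, and 10 splits cannot give a smaller share.

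Between posterior lateral and medial, 116 genes met the study thresholds, 64 higher in lateral and 52 in medial. With quantile normalization there were 222, 99 higher in lateral and 123 in medial. There were 519 with no filter, 405 higher in lateral and 114 in medial, 73 with a minimum of 10 RPKM, 522 with all 25 samples in one fit, 410 and 112, and 359 with the run as a covariate, 229 and 130. The 0 genes with an adjusted p under 0.05, among 159 with an unadjusted P under 0.05, became 2 with quantile normalization, 25 with all 25 samples in one fit and 1 with the run as a covariate. When libraries were left out singly, from 65 to 293 genes met the study thresholds and 0 to 1 had an adjusted p under 0.05. The balance moved both ways, from 37 higher in lateral and 71 in medial without lateral replicate 1 to 84 and 50 without medial replicate 2. The count was 68 and 65 without lateral replicates 2 and 3, and 235 and 293 without medial replicates 1 and 3. The 1 gene came without medial replicate 2. Of the 10 splits, 5 gave as many genes at the study thresholds, up to 427, and 10 gave as many with an adjusted p under 0.05.

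Between anterior oral and nasal, 154 genes met the study thresholds. Of these 70 were higher in oral and 84 in nasal, but 151 and 108 without oral replicate 1. Without oral replicates 2 and 3 the split was 59 and 106, and 60 and 128. Without nasal replicates 1 to 4 it was 84 and 69, 60 and 57, 61 and 62, and 75 and 93. There were 725 genes with no filter, 212 higher in oral and 513 in nasal, and 76 with a minimum of 10 RPKM. The 0 genes with an adjusted p under 0.05, among 318 with an unadjusted P under 0.05, became 6 with all 25 samples in one fit and 4 when the run was added to that fit. Leaving out each library in turn, from 117 to 259 genes met the study thresholds and 0 to 6 had an adjusted p under 0.05. The highest values, 259 and 6, came without oral replicate 1, and 1 gene had an adjusted p under 0.05 without nasal replicate 3 and without nasal replicate 4. Of the 35 splits, 16 gave as many genes at the study thresholds and 35 as many with an adjusted p under 0.05. The largest count, 756, came from nasal replicates 1 and 4 with oral replicate 1. The 3 libraries that share a sequencing run, nasal replicates 1 and 2 and oral replicate 1, against the others gave 514 genes at the study thresholds and 11 with an adjusted p under 0.05, so a split that follows the run exceeded the real one. With the run as a covariate in the 7 samples, the real split gave 179 and 0.

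Between posterior oral and nasal, 370 genes met the study thresholds. There were 1084 with no filter, 178 with a minimum of 10 RPKM and 230 with the run as a covariate in a fit of all 25 samples. The 132 genes with an adjusted p under 0.05 became 82 with a mean-variance trend, 11 with no filter, 69 with a minimum of 10 RPKM, 68 with all 25 samples in one fit, and 15 with the run as a covariate, both in that fit and in the 6 samples alone. Over the fits that lack a library, from 274 to 372 genes met the study thresholds and from 12 to 57 had an adjusted p under 0.05. The latter count was 17, 30 and 12 without nasal replicates 1, 2 and 3, and 57, 38 and 28 without oral replicates 1, 2 and 3. Of the 132 genes 62 were higher in oral and 70 in nasal, but 13 and 4, 26 and 4, and 9 and 3 without nasal replicates 1, 2 and 3, and 10 and 47, 2 and 36, and 2 and 26 without oral replicates 1, 2 and 3, so the balance of directions does not hold when 1 library is left out. A gene expressed only in a group of 2 libraries cannot reach the minimum of 5 RPKM in 3 samples. Of the 10 splits, 1, the real one, gave as many genes by either count, the smallest share that 10 splits allow.

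Between anterior and posterior, 151 genes met the study thresholds, 983 with no filter and 368 with a minimum of 5 RPKM in 3 samples. Those higher in posterior and in anterior numbered 64 and 87, then 249 and 734, and 140 and 228. The 286 genes with an adjusted p under 0.05 became 485, 452 and, with the compartment and the run as covariates, 155. They were 143 higher in each of anterior and posterior, but 114 higher in posterior and 179 in anterior when each sample was centred on its median, 166 and 220 with quantile normalization, and 240 and 174 without posterior medial replicate 2. Across fits without a single library, from 142 to 160 genes met the study thresholds and from 231 to 414 had an adjusted p under 0.05. Of 100 splits of the 25 samples, 1, the real one, gave as many genes by either count, and the largest other counts were 77 and 0. The genes over 3-fold that changed the same way in all 4 compartments numbered 55, from 48 to 57 with 1 library left out, and 104 for a fold change over 2, which takes in more genes.

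The genes shared by the anterior and posterior lists of lateral and medial numbered 14, 22 with all 25 samples in one fit, 0 with an adjusted p under 0.05 in both, and from 8 to 20 with 1 library left out, where 8 came without posterior lateral replicate 2. Those in opposite directions numbered 5, and from 2 to 7 with 1 library left out. The interaction of medial-lateral with anterior-posterior had 1 gene with an adjusted p under 0.05, 6 with a pseudocount of 1, 2 with quantile normalization, 0 with the replicate block and with no filter, 10 with all 25 samples in one fit, 3 with the run as a covariate, and from 0 to 9 with 1 library left out. The 9 genes came without posterior medial replicate 3, 3 without posterior medial replicate 2, 2 without posterior lateral replicate 1 or 3, and 0 without posterior lateral replicate 2 or any 1 of the anterior libraries. The interaction of oral-nasal had 4 genes, 7 with a pseudocount of 1, 1 with a pseudocount of 0.01, 0 with quantile normalization, the replicate block, no filter or the run as a covariate, 10 with all 25 samples in one fit, and from 0 to 5 with 1 library left out. It was 2 without anterior nasal replicates 1 or 3 or posterior nasal replicate 2, 1 without anterior nasal replicate 4, posterior nasal replicate 1 or posterior oral replicate 3, and 0 without posterior nasal replicate 3, anterior oral replicate 2, or posterior oral replicates 1 or 2. The named regulatory genes over 50 RPKM numbered 28 and stayed between 22 and 30 under every alternative run.

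For single named genes, 3198 values of 186 results were computed under the alternatives. In 2826 the direction and the side of an adjusted p of 0.05 were the same, 298 were no longer under it, 57 came under it and 17 changed direction. For Agtr2 between anterior oral and nasal the log2 fold change was 5.89e-05 with a pseudocount of 1, 0.15 with quantile normalization, 0.0665 with the run as a covariate in a fit of all 25 samples, and 0.00340, 0.17 and 0.52 without nasal replicates 2 and 3 and oral replicate 3. Over the fits that lack a library it ran from -0.36 to 0.52. For Ibsp between the same compartments it was -0.30, -0.32, -0.18 and -0.12 without nasal replicates 1 and 3 and oral replicates 1 and 3, and over such fits it ran from -0.32 to 0.70. The interaction of medial-lateral with anterior-posterior was -0.17 for Fgf10 and -0.24 for Trpm5 with quantile normalization, and -0.26 for Trpm5 and -0.0382 for Ebf1 without posterior medial replicate 2. For Pgm5 it was 0.25 with the run as a covariate in a fit of all 25 samples, and 0.0266 and 0.0251 without anterior medial replicate 3 and posterior medial replicate 1. Over the fits that lack a library the interaction ran from -0.26 to 0.40 for Trpm5, from -0.0382 to 2.72 for Ebf1 and from -0.37 to 0.0266 for Pgm5. The largest share of named results that were no longer under an adjusted p of 0.05, 63 of 186, came with the run as a covariate.

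The paper's text describes no pairs of replicates, so the samples were compared as unpaired. Posterior lateral replicate 1 and posterior medial replicate 1 are both named for an ERK2 line and list Y-linked genes without Xist. The libraries named for a Tgfbr2 line share a run and list Xist only. Libraries of the same embryo would not be independent, and p-values that treat them so would not hold as given. Whether any share an embryo was not tested. Replicates of the same number share a sequencing run for anterior oral and nasal replicate 1 and for posterior oral and nasal replicates 1 and 2, and for no other pair compared. The correlation, across genes, of their deviations from the compartment means was 0.24, 0.21 and 0.13 between anterior oral and nasal, 0.23, 0.04 and 0.28 between posterior lateral and medial, and on both sides of 0 in the other comparisons. Anterior oral replicates 2 and 3 share their runs with nasal replicates 3 and 4, with which the correlations were 0.50 and 0.15.

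Depth limits what is said of genes near 0. At the median depth 1 read on a transcript of 2000 bases equals 0.153 RPKM, so that the low values of Wnt3 and Vax1 rest on few reads, and the fold changes of Gal, Ltbp2, Msx1 and Cxcl13, which have libraries at 0, move with the pseudocount.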

Differences from the paper's values

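Of 120 values in the paper compared with values computed here, 4 differ. A count was taken to differ when it was more than 1.5 times away. A fold change was taken to differ when its direction was opposite, or when it was more than 1.5 times away and either the gap exceeded the SD within groups on the log2 scale or a compared library lists the gene at 0. The paper gives 31 genes with a fold change over 3 between posterior lateral and medial, against 50 here. Of the alternatives set before the data were examined, a pseudocount of 0.01 gave 46 genes, a mean-variance trend 44, a minimum of 10 RPKM 27, and the fits without posterior lateral replicates 1, 2 and 3 and without posterior medial replicate 2 gave 41, 28, 32 and 39, which do not differ from the paper's value by these rules. The other alternatives differ.

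The paper gives a fold change of 54 for Gal between anterior medial and lateral, against 145 here, and under each of the 13 alternatives set before the data were examined it differs as well. The paper gives 46 for Ltbp2 between posterior lateral and medial, against 28.9 here. Of 13 alternatives, the fit without posterior lateral replicate 3, with 32.1, does not differ from it. For Frzb the paper gives a fold change of 2.1 towards posterior lateral, against 0.483 here, that is, higher in posterior medial, and none of the 13 alternatives closes the gap. The paper's S3 Table lists Frzb as higher in medial.

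Of the differences that the paper describes for named compartments, 4 did not meet the study thresholds here. Ctgf between anterior and posterior had a log2 fold change of -0.77 (adjusted p = 0.214), and no alternative called it. Wisp1 between anterior lateral and medial had 0.99 and was called under 6 alternatives, a pseudocount of 0.01, centring on the median, the sequencing run as a covariate, and without anterior lateral replicate 2 or anterior medial replicates 1 or 3. Gli1 between anterior lateral and medial had 0.80 and was called without anterior medial replicate 3, at 1.07. Between posterior lateral and medial Gli1 had 0.85 and was called without posterior lateral replicate 1, at 1.47. The paper itself gives Gli1 fold changes of 1.75 and 1.8, below 2-fold.

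For Agtr2, App and Ibsp the paper names the lateral, oral or nasal compartment without saying whether in the anterior or the posterior palate, so the following values do not contradict it by themselves. Agtr2 between anterior lateral and medial had 0.51 and was called under no alternative, and between posterior lateral and medial it had 0.86 and was called with the run as a covariate, at 1.52. Agtr2, App and Ibsp between anterior oral and nasal had log2 fold changes of -8.80e-04, -0.35 and 0.10, and App between posterior oral and nasal had -0.42, and no alternative called any of these 4. Between posterior oral and nasal, Agtr2 and Ibsp had 1.44 and -6.22. The paper states in its methods that some differences known from earlier work were seen only with its Audic-Claverie test, which was not used here.

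The paper counts Sirt1 among the transcription factor genes with RPKM levels over 50 in at least 1 compartment, and its highest mean here was 16.4 RPKM. Gmfb and Vegfb, which the paper lists as strongly expressed, had highest means of 46.4 and 47.7 RPKM. Each exceeded 50 RPKM in at least 1 library, the alternative under which both are called. By compartment mean, 10 of the 12 growth factor genes exceeded 50 RPKM. Without anterior oral replicate 3, posterior oral replicate 1 or posterior oral replicate 3, 11 did, so these fits call Gmfb or Vegfb as well. Of the 14 cleft palate genes that the paper counts as varying among compartments, 13 had an adjusted p under 0.05 in the permutation test.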

Other observations

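The tests in this part were chosen only after the results were seen.

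Posterior medial replicate 2 lists 12935 genes above 0, where each other library lists at least 16330. It lists at 0 898 genes that pass the expression minimum, against at most 211 in another library, and its highest correlation with another library was 0.691, against at least 0.806 for each other library. Low depth is argued against by 4 shallower libraries, which list at least 16443 genes. A sample of the anterior palate under this label is argued against by the genes over 3-fold between anterior and posterior, chosen without this library, of which it was nearer to the other posterior libraries for 50 of 62, or 80.6%. What remains is open, and neither the amplification of this library nor a biological cause was tested.

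Fewer genes than the 5% that chance gives had an unadjusted P under 0.05 between posterior lateral and medial, 1.54%. The spread of posterior medial replicate 2 alone is argued against, since without it the share was 2.92%. Without it, the median SD of the posterior medial compartment fell from 0.67 to 0.32 on the log2 scale.

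Anterior oral replicate 1 and anterior nasal replicate 1 have 230 and 234 genes more than 2 above the median of the libraries on the log2 scale, and they share most of these, where 4.52 would be shared by chance. They share a sequencing run. In anterior nasal replicate 2, the remaining library of that run, which was not used to choose the genes, their median excess was 1.45, the highest of the other libraries. Posterior medial replicate 2, from another run, followed with 1.08, and then anterior nasal replicate 4 with 0.57. The values are consistent with a source tied to that run or its preparation, which leaves the excess in posterior medial replicate 2 unexplained. No biological explanation was tested.

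The lateral and medial libraries have no run in common, in the anterior or in the posterior palate, and all 3 anterior medial libraries come from a single run. For the 262 genes with an adjusted p under 0.05 between anterior lateral and medial, the run and the compartment cannot be told apart within the 6 samples. In the fit of all 25 samples with the run as a covariate, the median log2 fold change of the 262 genes in the same direction was 1.39. Anterior lateral replicates 1 and 2 are the only libraries of their run, so in that fit anterior lateral rests on replicate 3. Replicate 3 is tied to the other runs through posterior nasal replicate 3 alone, and it helped to choose the 262 genes. That fit therefore cannot decide between run and compartment. Between posterior oral and nasal, 15 genes had an adjusted p under 0.05 with the run as a covariate in the 6 samples. For these genes run as the whole cause is argued against. All 132 genes kept their direction in that fit, but they were chosen on the same libraries, so this is no evidence on the run.

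Skeletal muscle genes were higher in the posterior lateral than in the posterior medial compartment for 14 of 14 listed genes, with a median log2 difference of 2.91, from 1.93 to 3.71 with 1 library left out. Actc1 averaged 25.0 and 3.44 RPKM and Mylpf 23.2 and 1.93 RPKM, and posterior lateral replicate 1 had 53.3 RPKM of Actc1. Of the 14 genes, 1 met the study thresholds, and 2 have at least 5 RPKM in 13 or more libraries. The mean log2 value of the 14 genes was 3.93 in posterior lateral replicate 1, and 1.29 and 1.61 in replicates 2 and 3. Posterior nasal libraries had 0.883 to 2.35, so only replicate 1 stands above them. Posterior medial replicates 1 to 3 had 0.720, -2.39 and -0.121, so low medial values also carry the difference. Muscle cells in posterior lateral replicate 1, as part of that compartment or carried into it at dissection, may explain its values, which was not tested. Between anterior lateral and medial the median was -1.06, with 12 of 14 genes higher in medial.

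Bone matrix genes were higher in anterior lateral replicate 3 than in replicates 1 and 2 for 10 of 11 listed genes, with a median log2 difference of 0.98. Ibsp had 93.9 RPKM there and 0.734 and 0.170 RPKM in replicates 1 and 2, while Col1a1, the most abundant gene of the list, had 164 RPKM against 142 and 139. Bone-forming cells in that sample and other differences between these replicates cannot be told apart, because the median fell short of the 1 on the log2 scale that had been set for the test and a single library carries it. Of the 11 genes, 4 have at least 5 RPKM in 13 or more libraries and 3 are named by the paper. Between posterior oral and nasal the list had a median of -1.18, with 9 of 11 genes higher in nasal, and between anterior oral and nasal -0.42.

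The other marker lists are given as values. Endothelial genes were higher in oral than in nasal for 11 of 11 genes, with medians of 0.74 in the anterior and 1.08 in the posterior palate. All 11 have at least 5 RPKM in 13 or more libraries, and Cdh5 had a median of 53.6 RPKM. Between posterior oral and nasal, erythroid genes had a median of 0.88, with 8 of 8 higher in oral, and macrophage genes 0.48, with 10 of 10 higher in oral. Between anterior oral and nasal the medians were -0.21 and -0.17, with 3 of 8 and 3 of 10 higher in oral. Of these lists 5 and 9 genes have at least 5 RPKM in 13 or more libraries, and Hbb-y and Fcer1g had medians of 213 and 35.1 RPKM. Epithelial genes had a median of -0.91 between posterior oral and nasal, with 11 of 12 higher in nasal, of -0.49 between anterior oral and nasal, with 2 of 12 higher in oral, and of -0.67 between posterior and anterior, with 12 of 12 higher in anterior. Of these 5 have at least 5 RPKM in 13 or more libraries, and Krt15 had a median of 17.4 RPKM.

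The paper describes CD-1 mice, and the alignment names in S1 Table name a wild type of an ERK2 or a Tgfbr2 line for 6 of the 25 libraries, all of them from the first sequencing runs. Genotype or strain was not analysed here.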
